# ZNF300 promotes chemoresistance and aggressive behaviour in non‐small‐cell lung cancer

**DOI:** 10.1111/cpr.12924

**Published:** 2020-10-19

**Authors:** Shilong Yu, Zhi Ao, Yi Wu, Liyuan Song, Peng Zhang, Xiaokang Li, Min Liu, Pin Qian, Ruijie Zhang, Xihua Li, Yan Chen, Xuanbin Wang, Xianhui Wang, Xuzhi Ruan, Guisheng Qian, Fuyun Ji

**Keywords:** cell cycle, chemoresistance, differentiation, NSCLC, ZNF300

## Abstract

**Objectives:**

Chemoresistance induced by cisplatin has become the major impediment to lung cancer chemotherapy. This study explored the potential chemoresistant genes and underlying mechanisms of chemoresistance in NSCLC.

**Materials and methods:**

Gene expression profile was integrated with DNA methylation profile to screen the candidate chemoresistant genes. Bioinformatic analysis and immunohistochemistry were used to analyse the association of a candidate gene with the characteristics of NSCLC patients. Recombinant lentivirus vectors were utilized to overexpress or silence candidate gene. Microarrays and immunoblotting were applied to explore the downstream targets of candidate gene. Xenograft models were established to validate the findings in vitro.

**Results:**

An increased ZNF300 expression was detected in three chemoresistant cell lines of NSCLC, and the higher expression of ZNF300 was associated with poor OS of NSCLC patients. Cells with upregulated ZNF300 presented chemoresistance and enhanced aggressive growth compared to cells with downregulated ZNF300. ZNF300 inhibited MAPK/ERK pathways and activated CDK1 through inhibiting WEE1 and MYT1 and modulating MYC/AURKA/BORA/PLK1 axis. ICA and ATRA improved the anti‐tumour effect of cisplatin on chemoresistant cells by inducing differentiation.

**Conclusions:**

ZNF300 promotes chemoresistance and aggressive behaviour of NSCLC through regulation of proliferation and differentiation by downregulating MAPK/ERK pathways and regulation of slow‐cycling phenotype via activating CDK1 by inhibiting WEE1/MYT1 and modulating MYC/AURKA/BORA/PLK1 axis. Cisplatin, combined with ATRA and ICA, might be beneficial in chemoresistant cases of NSCLC.

## 1 INTRODUCTION

Global Cancer Statistics 2018 demonstrates that lung cancer remains the most commonly diagnosed cancer and is the leading cause of cancer death in both sexes combined worldwide.^1^ Non‐small‐cell lung cancer (NSCLC) comprises approximately 80%‐85% of all lung cancers, with adenocarcinoma and squamous cell carcinoma being the predominant histological subtypes of NSCLC. Clinically, except for a small portion of NSCLC patients diagnosed at an early stage (stage I or II), over 60% of lung cancer patients present with locally advanced or metastatic disease (stage III or IV) at the time of diagnosis.

For NSCLC patients with advanced stages, the multiple therapeutic choices including molecular targeted therapy and immunotherapy have emerged and reached the clinic, leading to improved clinical outcomes in recent years.^2^, ^3^ However, the approved molecular targeted therapy or immunotherapy is limited to a small portion of NSCLC patients with advanced stages who possess the genetic alteration. Therefore, the platinum‐based chemotherapeutic agents continue to be the most widely prescribed chemotherapy for the vast majority of NSCLC patients, including those who failed in the genetic alteration‐guided targeted therapies and patients of stage I to IIIa who have undergone the complete surgical resection. Thus, the use of platinum agents, including cisplatin (DDP), remains unwavering despite chemoresistance associated with treatment failures.

Over the past three decades, intense research has been conducted and several mechanisms that account for the cisplatin‐resistant phenotype of tumour cells were explored.^4^ Though the known mechanisms explain the cisplatin resistance at the molecular level to a certain extent, cisplatin resistance often exhibits a multifactorial nature. One of the hard facts is that the micromolecules targeting the currently known mechanisms of chemoresistance have not achieved the expected effect on the tumour suppression in the related clinical researches having little or no impact on progression‐free survival (PFS) or overall survival (OS) of NSCLC.^5^ Moreover, clinically, once the tumour cells present the cisplatin‐resistant phenotype, the disease progresses malignantly and develops multidrug resistance to different chemotherapeutic agents with different pharmacological mechanisms, distant metastasis, and relapse, eventually leading to the treatment failure. Thus, there is an urgent need to continue exploring the mechanisms of chemoresistance in NSCLC.

In the study, the increased ZNF300 expression induced by cisplatin was found to be related to chemoresistance and malignant progression of NSCLC. Experiments in vitro and in vivo demonstrated that ZNF300 might suppress proliferation and differentiation via inhibiting MAPK/ERK signalling pathway and regulate slow‐cycling phenotype by activating CDK1 through inhibiting WEE1 and MYT1 and modulating MYC/AURKA/BORA/PLK1 axis to promote the chemoresistance and malignant progression of NSCLC. Cisplatin, combined with ATRA and ICA, especially ICA, might be beneficial for NSCLC patients who exhibited the chemoresistant phenotype.

## 2 MATERIALS AND METHODS

### 2.1 Cell lines and culture

Cell lines of human lung adenocarcinoma A549, H1650 and H1915; cell line of human lung squamous carcinoma H520; and cell line of human small cell lung cancer (SCLC) H446 were purchased from the Institute of Biochemistry and Biology, Chinese Academy of Sciences (Shanghai, China). The cisplatin‐resistant cell lines A549/DDP, H1650/DDP, H1915/DDP, H520/DDP and H446/DDP were established as described in our previous work.^6^, ^7^ All of the cells were tested for mycoplasma routinely. The identity and purity of cells were validated by short tandem repeat (STR) analysis profiling.

### 2.2 Lentivirus vectors and transfection

Four sets of ZNF300‐shRNA oligonucleotide were cloned into the LV3 lentiviral vectors (shZNF300) to silence ZNF300 in A549/DDP cells, whereas the full‐length sequence coding for human ZNF300 transcript variant 1 was cloned into the LV5 lentiviral vectors to overexpress ZNF300 in A549 cells. The sequences of ZNF300‐shRNA oligonucleotides are shown in Supplemental Materials and Experimental Procedures (Document S1).

### 2.3 Gene expression profiles

For processing on microarrays, total RNA (1‐2 µg) extracted using TRIzol and prepared using the 3'IVT Express Kit was utilized to synthesize double‐stranded cDNA, which was hybridized on the microarrays with probes for >54 000 genome‐wide transcripts. Microarray quality was verified by a signal intensity ratio of GAPDH 3′ to 5′ probe sets ≤ 3.0 and multi‐chip normalization scaling factor ≤ 10.0. 

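The control probe sets of both arrays could be read from the deposited signals. The ratio of the 3′ to the 5′ GAPDH probe set was 1.01 in A549‐ZNF300‐NC and 0.99 in A549‐ZNF300. For ACTB, the same ratio was 1.98 in A549‐ZNF300‐NC and 1.62 in A549‐ZNF300, which is 1.22‐fold apart. The 9 spiked hybridisation controls, which are added in equal amounts to each sample, had log2 ratios of A549‐ZNF300 over A549‐ZNF300‐NC between -0.16 and 0.03. The scaling factors of the arrays were not analysed here.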

Gene expression was normalized using the single‐channel array normalization (SCAN)/Universal exPression Codes (UPC) method. Genes with a UPC value of <0.2 in all samples were excluded.

### 2.4 Immunohistochemistry of clinic specimens and tissue microarray

Immunohistochemistry (IHC) was performed, and percentage of the positively staining cells was scored as described previously.^8^ Since the OS data of patients collected from Xinqiao Hospital were incomplete, a commercial tissue microarray containing 80 tumorous cases and 80 para‐carcinoma tissues (controls) with the OS data of lung adenocarcinoma patients were stained with ZNF300 antibody (Shanghai Zhuohao Medical Science and Technology Co. Ltd). The appraisal and statistics were completed as described above.

### 2.5 Co‐immunoprecipitation assay (Co‐IP)

The coding regions of ZNF300 were cloned into the ptt5 vector. A FLAG‐tag was fused at the N‐terminus of ZNF300. The recombinant vectors were then transformed into A549 cells to express ZNF300. The whole‐cell lysates were pre‐cleared and incubated with rabbit anti‐Flag antibody. The IP targets were disassociated from the immobilized antibodies and subjected to immunoblotting.

### 2.6 Video and imaging of co‐cultured cells

After seeded in 96‐well plate and cultured overnight, cells were subjected to the real‐time monitoring by High Content Analysis System (PerkinElmer Operetta CLS™) in fresh medium containing cisplatin (2 µg/mL), ATRA (5 µg/mL), ICA (20 µg/mL), separately or combined, for 7 days successively. Random vision fields were selected and transformed into videos. Pictures were captured at the end of each video.

### 2.7 Xenograft tumorigenic experiment

Healthy Balb/c‐nu mice (3‐ to 4‐week‐old female, n = 40) were purchased from Animal Laboratory of Beijing Vital River Laboratory Animal Technology Co. Ltd and housed in a climate‐control specific pathogen‐free (SPF) facility. Mice were divided into four groups that were inoculated subcutaneously with A549/DDP‐shZNF300‐NC, A549/DDP‐shZNF300, A549‐ZNF300‐NC and A549‐ZNF300 cells into the right flank (100 µL, 1 × 10^6^ cells/animal), respectively. Each group was then randomly divided into two subgroups and raised by professional breeders. Tumour volume was measured every 3 days from day 0. When the tumour volume reached 100 mm^3^, one subgroup in each group received an intraperitoneal injection with cisplatin (0.02 mg/10 g: cisplatin/animal weight) every 3 days while the other subgroup with normal saline as controls (NS). After 42 days, all animals were sacrificed by cervical dislocation, and xenograft tumours were excised. Tumour size and weight were recorded, and tumour volume (mm^3^) was calculated according to the formula *a* × *b* ^2^/2 (*a* = largest diameter; *b* = smallest diameter). The separated xenograft tumours were sectioned for haematoxylin and eosin (HE) staining, IHC and Western blotting. All procedures were carried out abiding by the Laboratory Animal‐Guideline for Ethical Review of Animal Welfare issued by the National Standard of the People's Republic of China and the Guiding Opinions on the Treatment of Laboratory Animals issued by the Ministry of Science and Technology of the People's Republic of China (GB/T35892‐2018).

### 2.8 Statistical analyses

The numerical data were expressed as means ± standard deviation. One‐way ANOVA was used to analyse the difference between means, and Pearson's chi‐square test or Fisher's exact test was used for categorical variables. The independent effect of ZNF300 was assessed by performing the multivariate logistic regression analysis with adjustments for the possible confounding factors of age, gender and smoking habit to calculate the adjusted *P‐*value. The Statistical Package for Social Science 15 for Windows was used for all statistical analyses (SPSS Inc). A *P‐*value <.05 was considered to be statistically significant. All experiments were performed a minimum of three times.

## 3 RESULTS

### 3.1 ZNF300 mediates chemoresistance of NSCLC

As shown in Figure S1A, IC_50_ of cisplatin, gemcitabine, paclitaxel, docetaxel and pemetrexed on A549/DDP cells was significantly higher than that of its progenitor A549 cells. Because mitochondrial apoptosis induction accounts for one of the primary mechanisms of cisplatin anti‐tumour activity, we compared the function changes of mitochondria between A549/DDP cells and A549 cell after treated with cisplatin. As shown in Figure S1B,E, mitochondrial functions of A549/DDP cells were less affected compared to A549 cells after treated with cisplatin. Similarly, H1650/DDP, H520/DDP, H1915/DDP and H446/DDP cells all presented the chemoresistant phenotype upon being tested with the same measurement (data not shown). Because A549 cells were widely used in the scientific studies of lung cancer, A549 and A549/DDP cells were utilized to screen the potential chemoresistant genes by HG‐U133 Plus 2.0 microarrays (Affymetrix). The microarray data have been uploaded to the GEO database with the accession number GSE154243 (https://www.ncbi.nlm.nih.gov/geo/). The GO enrichment and KEGG pathway classification (|FC|≥3) of the differentially expressed genes could be provided upon request.

Integration of the expression profile (|FC|≥3) with the published MeDIP‐ChIP data^6^ revealed that 77 genes with promoter hypomethylation were upregulated, and 63 genes with promoter hypermethylation were downregulated in A549/DDP cells compared to A549 cells. RT‐PCR results confirmed that, out of the 140 genes, 15 genes with hypomethylated promoters were upregulated, while 25 genes with hypermethylated promoters downregulated in A549/DDP cells related to A549 cells (Figure S2). The primer sequences for RT‐PCR are presented in Table S1. Among the 15 upregulated genes, ZNF300 was selected as the candidate chemoresistant gene to be investigated comprehensively in the study because ZNF300 expression was negligible in A549 cells. However, higher expression of ZNF300 was detected in A549/DDP cells. Western blotting validated that ZNF300 expression was significantly higher in A549/DDP, H1650/DDP and H520/DDP cells compared to the corresponding progenitor cells. ZNF300 was endogenously overexpressed in H1915 and H446 cells. No significant difference in ZNF300 expression was observed between H1915/DDP and H1915 cells, or between H446/DDP and H446 cells (Figure 1A). The findings suggested that ZNF300 might mediate the chemoresistance of NSCLC rather than SCLC. BSP results (Figure 1B) and changes of ZNF300 expression in A549, H1650 and H520 cells after incubation of 5‐azacitidine or belinostat or combined usage of both (Figure 1C) demonstrated that ZNF300 expression was regulated by promoter methylation. In the following experiments, the recombinant lentivirus vectors were utilized to overexpress ZNF300 in A549 cells or silence ZNF300 in A549/DDP cells to explore the role of ZNF300 in the chemoresistance of NSCLC (Figure 1A).

**FIGURE 1:**
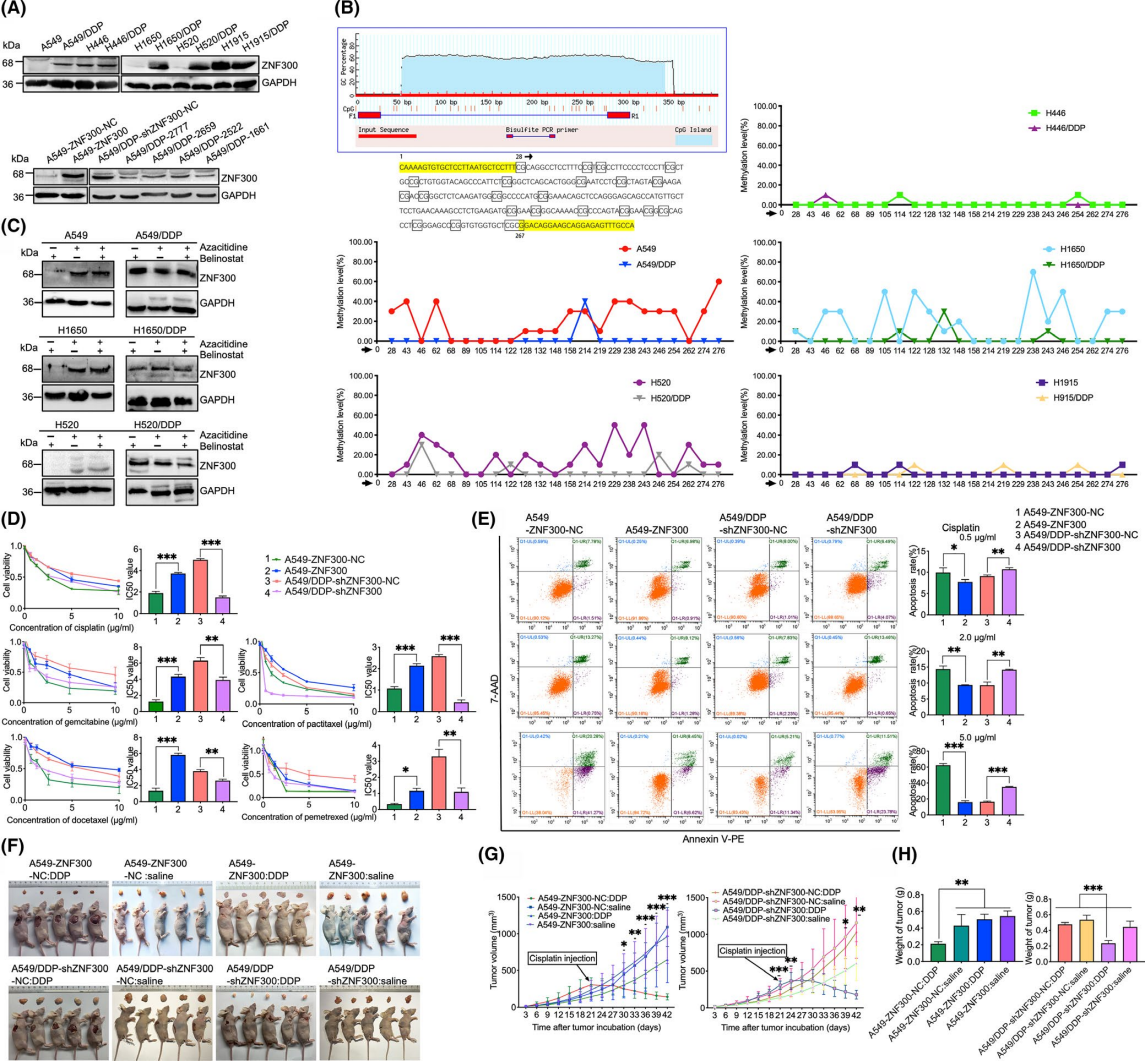
The upregulated ZNF300 induced by cisplatin promoted the chemoresistance in NSCLC. A, Expression of ZNF300 in the chemoresistant cells and their progenitor cells of human lung cancer (A549/DDP, A549, H1650/DDP, H1650, H1915/DDP and H1915: cell lines of human lung adenocarcinoma; H520/DDP and H520: cell lines of human lung squamous carcinoma; H446/DDP and H446: cell lines of human SCLC). B, Methylation status of the ZNF300 promoter in the cells mentioned above. C, Expression of ZNF300 in A549, A549/DDP, H1650, H1650/DDP, H520 and H520/DDP cells after treatment with azacitidine and belinostat, separately or combinedly. D, IC_50_ of cisplatin on A549‐ZNF300‐NC, A549‐ZNF300, A549/DDP‐shZNF300‐NC and A549/DDP‐shZNF300 cells, respectively. E, Apoptosis of A549‐ZNF300‐NC, A549‐ZNF300, A549/DDP‐shZNF300‐NC and A549/DDP‐shZNF300 cells after treatment with cisplatin. F, Observation of xenograft tumours in nude mice treated with cisplatin or normal saline. The nude mice were inoculated subcutaneously with A549‐ZNF300‐NC, A549‐ZNF300, A549/DDP‐shZNF300‐NC and A549/DDP‐shZNF300 cells into the right flank, respectively. G, Growth curves of xenograft tumours in each subgroup treated with cisplatin or normal saline. H, Measurement of the final tumour weight in each subgroup treated with cisplatin or normal saline. Data are expressed as the mean ± SD (significant difference between two groups: *P < .05, **P < .01, ***P < .001)

As shown in Figure 1A, ZNF300 was overexpressed successfully in A549 cells by LV5‐ZNF300 (designated as A549‐ZNF300) and significantly silenced in A549/DDP cells by LV3‐shZNF300‐1661, LV3‐shZNF300‐2522, LV3‐shZNF300‐2659 and LV3‐shZNF300‐2777, respectively. Because LV3‐shZNF300‐2777 silenced ZNF300 most efficiently in A549/DDP cells, A549/DDP cells transfected with LV3‐shZNF300‐2777 (designated as A549/DDP‐shZNF300) were used in the subsequent experiments. A549 cells transfected with the lentivirus vector control LV5‐ZNF300‐NC (designated as A549‐ZNF300‐NC) and A549/DDP cells transfected with the lentivirus vector control LV3‐shZNF300‐NC (designated as A549/DDP‐shZNF300‐NC) were used as the corresponding controls. As displayed in Figure 1D, IC_50_ of cisplatin, gemcitabine, paclitaxel, docetaxel and pemetrexed on A549‐ZNF300 and A549/DDP‐shZNF300‐NC cells was significantly higher than that of A549‐ZNF300‐NC and A549/DDP‐shZNF300 cells. The apoptosis of A549‐ZNF300 and A549/DDP‐shZNF300‐NC cells induced by cisplatin was significantly lower than that of A549‐ZNF300‐NC and A549/DDP‐shZNF300 cells (Figure 1E), demonstrating that ZNF300 mediated the chemoresistance of NSCLC, which was confirmed in the subcutaneous tumour xenograft model. As shown in Figure 1F‐H, the cancerous tissues originating from the tumour xenograft models injected subcutaneously with A549‐ZNF300‐NC and A549/DDP‐shZNF300 cells presented a remarkable shrinkage in the tumour weight and volume when compared to that injected with A549‐ZNF300 and A549/DDP‐shZNF300‐NC cells after cisplatin was applied. The same results were obtained when A549/DDP cells were transfected with the LV3‐shZNF300‐1661 (data not shown), displaying that both LV3‐shZNF300‐2777 and LV3‐shZNF300‐1661 were specific for silencing ZNF300 in A549/DDP cells and no off‐target effects of LV3‐shZNF300 were observed in the present study.

### 3.2 ZNF300 promotes aggressive growth of tumour cells correlating to poor prognosis of patients with NSCLC

Clinically, once tumour cells acquire chemoresistance, the disease will progress malignantly. Hence, the biological characteristics were compared between chemoresistant cells and chemosensitive cells (A549‐ZNF300 vs A549‐ZNF300‐NC and A549/DDP‐shZNF300‐NC vs A549/DDP‐shZNF300). The transwell assay showed that the invasion of chemoresistant cells was significantly enhanced related to chemosensitive cells (number of cells invaded: 165.33 ± 14.70 vs 108.67 ± 3.40, *P* < .01, and 251.00 ± 7.87 vs 95.33 ± 8.99, *P* < .001, respectively, Figure 2A). The wounding healing assay presented that the migration of chemoresistant cells was significantly increased compared to chemosensitive cells (migration rate: 47.63 ± 2.14% vs 12.84 ± 1.03%, *P* < .001, and 46.64 ± 0.92% vs 8.64 ± 0.99%, *P* < .001, respectively, Figure 2B). And the anoikis resistance assay demonstrated that the colony forming (number of cell colony: 11.00 ± 1.41 vs 4.67 ± 0.94, *P* < .01, and 12.00 ± 0.82 vs 4.33 ± 1.25, *P* < .01, respectively, Figure 2C) and the anti‐anoikis apoptosis of chemoresistant cells (apoptosis rate: 4.79 ± 1.15% vs 18.97 ± 0.64%, *P* < .001, and 5.12 ± 0.21% vs 11.78 ± 1.57%, *P* < .01, respectively, Figure 2D) was strengthened compared to chemosensitive cells.

**FIGURE 2:**
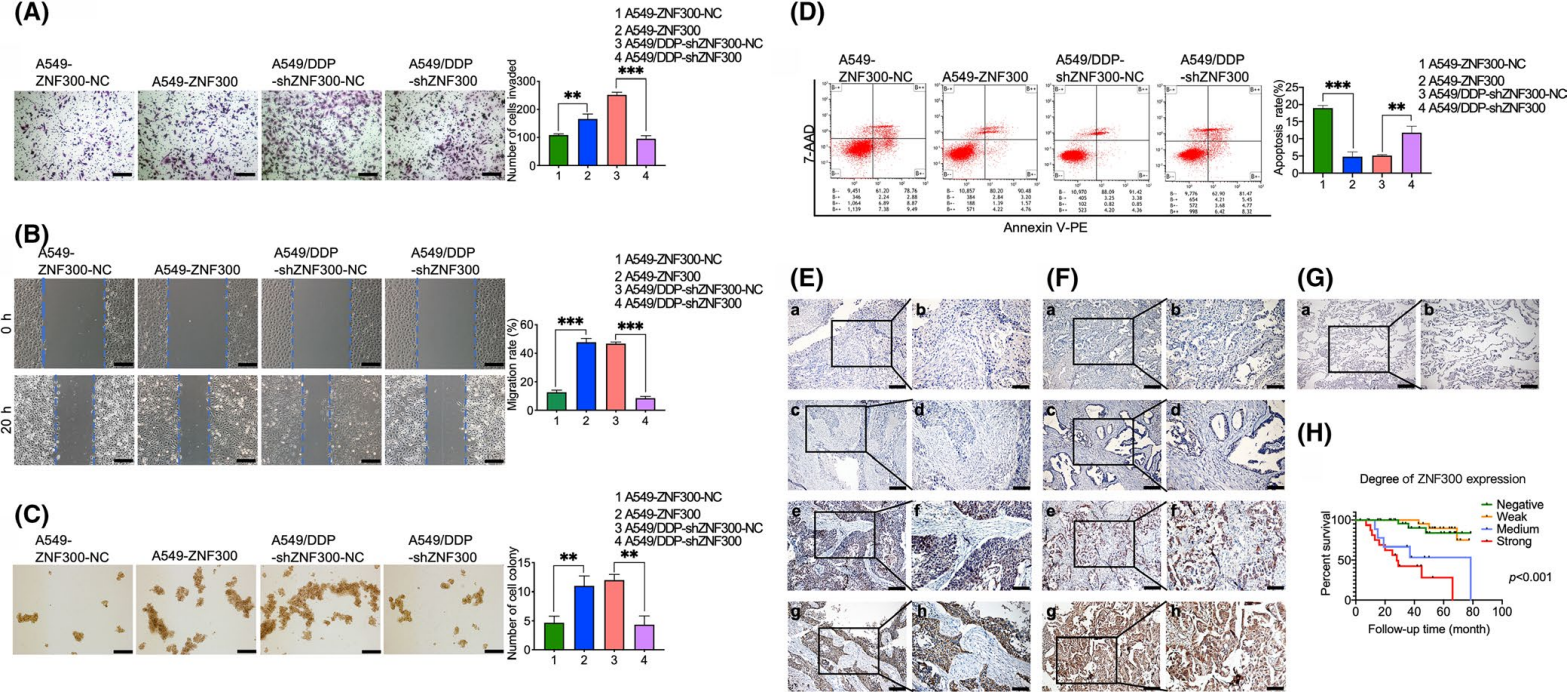
ZNF300 enhanced the aggressive growth of tumour cells and was correlated to the poor prognosis of NSCLC patients. Invasion (A), migration (B), colony forming (C) and anti‐anoikis apoptosis (D) of A549‐ZNF300‐NC, A549‐ZNF300, A549/DDP‐shZNF300‐NC and A549/DDP‐shZNF300 cells (a‐c: magnification: 100×, bar = 20 µm; data were expressed as the mean ± SD; significant difference between two groups: *P < .05, **P < .01, ***P < .001). Representative IHC staining of ZNF300 in lung squamous carcinoma (E), lung adenocarcinoma (F) and normal alveolar tissues (G) (Ea, Eb, Fa, Fb, Ga and Gb: negative ZNF300 staining; Ec, Ed, Fc and Fd: weak ZNF300 staining; Ee, Ef, Fe and Ff: medium ZNF300 staining; Eg, Eh, Fg and Fh: strong ZNF300 staining. Ea, Ec, Ee, Eg, Fa, Fc, Fe, Fg and Ga: magnification 100×, bar = 200 µm; Eb, Ed, Ef, Eh, Fb, Fd, Ff, Fh and Gb: magnification: 200×, bar = 100 µm). (H) Survival curve of lung adenocarcinoma patients with the stratified ZNF300 expression (OS data were from the commercial tissue microarray)

To evaluate the potential role of ZNF300 in lung cancer, we retrieved ZNF300 in normal human tissues (http://www.biogps.org/), lung cancer cell Lines (http://www.betastasis.com/) and lung cancer tissues (https://www.oncomine.org/). The retrieval revealed that no expression of ZNF300 was detected in the normal lung tissues (Figure S3). The median expression of ZNF300 in cell lines of NSCLC and SCLC was 121.68 and 266.32, respectively. The data of ZNF300 expression in cell lines of NSCLC and SCLC were downloaded from http://www.betastasis.com/tissues/cancer_cell_line_encyclopedia/gene_expression_barplot/, which were derived from the Cancer Cell Line Encyclopedia (CCLE) website (Affymetrix HG U133 Plus 2.0). According to the CCLE website, raw Affymetrix CEL files were converted to a single value for each probeset using RMA and quantile normalization. Based on the threshold of *P* < .05, FC > 2, gene rank: top 10%, data type: mRNA, no ZNF300 data of lung cancer were available in the datasets of cancer tissues vs normal tissues through an Oncomine Research for ZNF300 (Figure S4A). Interestingly, two ZNF300 datasets of lung cancer appeared in the outlier analysis (Broet‐Lung and Larsen‐Lung, Figure S4B,C). Because only age, sex and stage were listed in Broet‐Lung,^9^ we used the data from Larsen‐Lung to analyse the association of ZNF300 with the clinical characteristics of lung cancer patients.^10^ The analysis revealed that ZNF300 was associated with poor OS of NSCLC patients when ZNF300 expression was stratified into three levels of <0.00, 0‐0.25 and >0.25 (Figure S4D). Additionally, the expression of ZNF300 in anaplastic oligodendroglioma (Figure S4E,F), glioblastoma (Figure S4G), skin basal cell carcinoma (Figure S4H), invasive ductal breast carcinoma (Figure S4I) and invasive lobular breast carcinoma (Figure S4J) was significantly higher than that of the corresponding normal tissues. The analysis of biological characteristics and bioinformatics mentioned above strongly suggested that the upregulated ZNF300 induced by cisplatin might be of special importance in the invasion, metastasis and other malignant progression of NSCLC because SCLC, anaplastic oligodendroglioma, glioblastoma, skin basal cell carcinoma, invasive ductal breast carcinoma and invasive lobular breast carcinoma are all highly aggressive and malignant tumours.

ZNF300 staining on specimens from NSCLC patients and the tissue microarray by IHC validated that ZNF300 expression was positively correlated with stage, lymph node metastasis and relapse of NSCLC patients (Tables 1 and 2; Figure 2E‐H). Additionally, ZNF300 was displayed to be associated with the poor OS of patients with lung adenocarcinoma (Table 2; Figure 2H), confirming that ZNF300 mediated the malignancy of NSCLC.

**TABLE 1:** Correlation of ZNF300 with characteristics of patients with NSCLC (collected from Xinqiao Hospital)

Characteristic	ZNF300 expression					
	Case (n = 126) (%)	Negative (n = 64) (%)	Weak (n = 17) (%)	Medium (n = 38) (%)	Strong (n = 7) (%)	*P* value
Gender						
Male	88 (69.84)	40 (45.46)	13 (76.47)	30 (78.95)	5 (71.43)	.340^c^
Female	38 (30.16)	24 (63.16)	4 (23.53)	8 (21.05)	2 (28.57)	
Age at diagnosis (y)						
<60	77 (61.11)	37 (57.81)	11 (64.71)	25 (65.79)	4 (57.14)	.868^c^
≥60	49 (38.89)	27 (42.19)	6 (35.29)	13 (34.21)	3 (42.86)	
Histology						
Adenocarcinoma	60 (47.62)	29 (45.31)	8 (47.06)	21 (55.26)	2 (28.57)	.782^c^
Squamous carcinoma	55 (43.65)	29 (45.31)	7 (41.18)	14 (36.84)	5 (71.43)	
Adenosquamous carcinoma	11 (8.73)	6 (4.76)	2 (11.76)	3 (7.90)	0 (0.00)	
Pack‐years of smoking^a^						
<30	91 (72.22)	47 (73.44)	13 (76.47)	25 (65.79)	6 (85.71)	.715^c^
≥30	35 (27.78)	17 (26.56)	4 (23.53)	13 (34.21)	1 (14.29)	
Pathological grade						
Well	57 (45.24)	31 (48.44)	7 (41.18)	14 (36.84)	5 (71.43)	.248^d^
Moderately	58 (46.03)	25 (39.06)	9 (52.94	22 (57.90)	2 (28.57)	
Poorly	11 (8.73)	8 (12.50)	1 (5.88)	2 (5.26)	0 (0.00)	
Clinical stage (TNM)						
I	83 (65.87)	52 (81.25)	6 (35.29)	25 (65.79)	0 (0.00)	.002^d^
II	17 (13.49)	6 (9.38)	6 (35.29)	5 (13.16)	0 (0.00)	
III	23 (18.25)	6 (9.38)	5 (29.41)	7 (18.42)	5 (71.43)	
IV	3 (2.38)	0 (0.00)	0 (0.00)	1 (2.63)	2 (28.57)	
Lymphatic invasion (pre‐surgery)						
(+)	34 (26.98)	4 (6.25)	8 (47.06)	17 (44.74)	5 (71.43)	.007^d^
(−)	92 (73.02)	60 (93.75)	9 (52.94)	21 (55.26)	2 (28.57)	
Lymphatic invasion (post‐surgery)^b^						
(+)	16 (12.70)	5 (7.81)	1 (5.88)	6 (15.79)	4 (57.14)	.005^d^
(−)	90 (71.43)	50 (81.25)	10 (58.82)	28 (73.68)	2 (28.57)	
No date	20 (15.87)	9 (10.94)	6 (35.30)	4 (10.53)	1 (14.29)	
Regional metastasis						
(+)	22 (17.46)	11 (17.19)	2 (11.76)	5 (13.18)	4 (57.14)	.325^d^
(−)	83 (65.87)	45 (70.31)	10 (58.82)	26 (68.42)	2 (28.57)	
No data	21 (16.67)	8 (12.50)	5 (29.41)	7 (18.42)	1 (14.29)	
Relapse						
(+)	14 (11.11)	5 (7.81)	2 (11.76)	4 (10.53)	3 (42.86)	.036^d^
(−)	90 (71.43)	51 (79.69)	9 (52.94)	28 (73.68)	2 (28.57)	
No data	22 (17.16)	8 (12.50)	6 (35.29)	6 (15.79)	2 (28.57)	
Changes of tumour size						
No changes of residual tumour	24 (19.05)	13 (20.31)	3 (17.65)	7 (18.42)	1 (14.29)	.107^d^
Tumour increased	12 (9.52)	4 (6.25)	2 (11.76)	5 (13.16)	1 (14.29)	
Tumour regressed	8 (6.35)	5 (7.81)	1 (5.88)	2 (5.26)	0 (0.00)	
No cancer cells after surgery	61 (48.41)	34 (26.98)	6 (35.29)	17 (44.74)	4 (57.14)	
No data	21 (16.67)	8 (6.35)	5 (29.41)	7 (18.42)	1 (14.29)	

^a^ Median number of pack‐years was used as the cut‐off point.

^b^ Patients who received adjuvant cisplatin‐ or carboplatin‐based chemotherapy after surgery.

^c^ Chi‐square test or Fisher's exact test.

^d^ Adjusted *P* value determined by multivariate logistic regression analysis, adjusted for gender, age and pack‐years of cigarette smoking.

**TABLE 2:** Correlation of ZNF300 with clinical characteristics of patients with lung adenocarcinoma (tissue microarray)

Characteristics	ZNF300 expression					
	Cases (n = 80)	Negative (n = 30) (%)	Weak (n = 25) (%)	Medium (n = 9) (%)	Strong (n = 16) (%)	*P* value
Gender						
Male	30 (37.50)	11 (36.67)	8 (32.00)	4 (44.44)	7 (43.75)	.852^b^
Female	50 (62.50)	19 (63.33)	17 (68.00)	5 (55.56)	9 (56.25)	
Age at diagnosis (y)						
<60	43 (53.75)	20 (66.67)	10 (40.00)	4 (44.44)	9 (56.25)	.233^b^
≥60	37 (46.25)	10 (33.33)	15 (60.00)	5 (55.56)	7 (43.75)	
Pack‐years of smoking^a^						
<30	73 (91.25)	28 (93.33)	24 (100.00)	6 (88.89)	15 (100.00)	.088^b^
≥30	7 (8.75)	2 (6.67)	1 (0.00)	3 (11.11)	1 (0.00)	
Pathological grade						
Well	26 (32.50)	13 (43.33)	11 (44.00)	0 (0.00)	2 (12.50)	.006^c^
Moderately	31 (38.75)	7 (23.33)	13 (52.00)	8 (88.89)	3 (18.75)	
Poorly	23 (28.75)	10 (33.33)	1 (4.00)	1 (11.11)	11 (68.75)	
Clinical stage (TNM)						
I	42 (52.50)	17 (56.67)	21 (84.00)	3 (33.33)	1 (6.25)	.002^c^
II	10 (12.50)	3 (10.00)	3 (12.00)	0 (0.00)	4 (25.00)	
III	19 (23.75)	5 (16.67)	1 (4.00)	6 (66.67)	7 (43.75)	
IV	9 (11.25)	5 (16.67)	0 (0.00)	0 (0.00)	4 (25.00)	
Lymphatic invasion (pre‐surgery)						
(+)	27 (33.75)	6 (20.00)	3 (12.00)	5 (55.56)	13 (81.25)	.001^c^
(−)	53 (66.25)	24 (80.00)	22 (88.00)	4 (44.44)	3 (18.75)	
Regional metastasis						
(+)	14 (17.50)	5 (16.67)	0 (0.00)	1 (11.11.)	8 (50.00)	.015^c^
(−)	66 (82.50)	25 (83.33)	25 (100.00)	8 (88.89.)	8 (50.00)	
Relapse						
(+)	39 (48.75)	14 (46.67)	13 (52.00)	7 (77.78)	5 (31.25)	.013^c^
(−)	41 (51.25)	16 (53.33)	12 (48.00)	2 (22.22)	11 (68.75)	
OS (mo)						
<36	30 (37.50)	11 (36.67)	4 (16.00)	4 (44.44)	11 (68.75)	.017^c^
36‐60	28 (35.00)	10 (33.33)	10 (40.00)	4 (44.44)	4 (25.00)	
>60	22 (27.50)	9 (30.00)	11 (44.00)	1 (11.11)	1 (6.25)	

^a^ Median number of pack‐years was used as the cut‐off point.

^b^ Chi‐square test or Fisher's exact test.

^c^ Adjusted *P* value determined by multivariate logistic regression analysis, adjusted for gender, age and pack‐years of cigarette smoking.

### 3.3 ZNF300 inhibits MAPK/ERK signalling pathway and activates CDK1 by inhibiting WEE1 and MYT1 and modulating MYC/AURKA/BORA/PLK1 axis

ZNF300 was reported to function as a transcriptional regulator; hence, we compared the expression profiles between A549‐ZNF300‐NC and A549‐ZNF300 cells using Affymetrix Human U133 Plus 2.0. 

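ZNF300 was higher in the A549‐ZNF300 array. The log2 signal of its probe set was 4.16 in A549‐ZNF300‐NC, below the median of all probe sets, and 8.91 in A549‐ZNF300, a log2 ratio of 4.75, or 2.77 against that median. Of 13221 detected genes, 1794 were at least 2‐fold higher and 2038 at least 2‐fold lower in A549‐ZNF300, together 29.0% of the genes. Among genes with signals at or above the array median in both arrays, the 75th percentile in at least 1 and detected probe sets that all went the same way, the 3 with the largest positive log2 ratios were S100A4, a calcium‐binding protein linked with cell motility (7.63), TCIM (6.80) and CNTN1, a cell adhesion molecule (6.67). They also included the extracellular matrix genes COL5A2 (6.62), VCAN (5.61) and FBN2 (5.06). Among them, the lowest log2 ratio was that of PTX3, a secreted pattern recognition molecule, which was 255‐fold lower. HBEGF, a ligand of the EGF receptor, and HK2, a hexokinase of glycolysis, had log2 ratios of -4.62 and -4.17.

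The experiment used A549 cells, a lung adenocarcinoma line, that carried the LV5 control vector with a random DNA sequence (A549‐ZNF300‐NC) or LV5 with ZNF300 (A549‐ZNF300). There was 1 array per condition, so no difference has a replicate check and no p‐value is given, and the number of arrays limits the precision. The authors deposited a log2 signal for each of 54675 probe sets. Their median was 6.14 in A549‐ZNF300‐NC and 6.03 in A549‐ZNF300. These signals were used as deposited. A probe set counted as detected with a signal at or above the median of its array in at least 1 array, and each gene was represented by its probe set with the highest mean signal. Gene lists were described by the median log2 ratio of their detected members. The percentile of that median was taken among 10000 random lists of equal size and matched mean expression. For classes whose direction the paper reports from these arrays, such as cyclins, this percentile is not independent evidence of that direction. Between the detected probe sets of a gene, the median SD of the log2 ratio was 0.35, over 6607 genes with at least 2 probe sets.

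Log2 ratios were related along the chromosomes. Across 12755 genes of the 22 autosomes, the log2 ratio of a gene, held within -1 and 1, correlated with the mean of the genes 10 to 30 places away at 0.21, while the highest of 1000 shuffles of the genes gave 0.03. Genes on a chromosome are not independent replicates. On chromosome 6, 26.6% of 708 genes were higher in A549‐ZNF300 and the median log2 ratio was -0.52. On chromosome 9, 67.3% of 538 genes were higher and the median was 0.34.

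**Figure D1:**
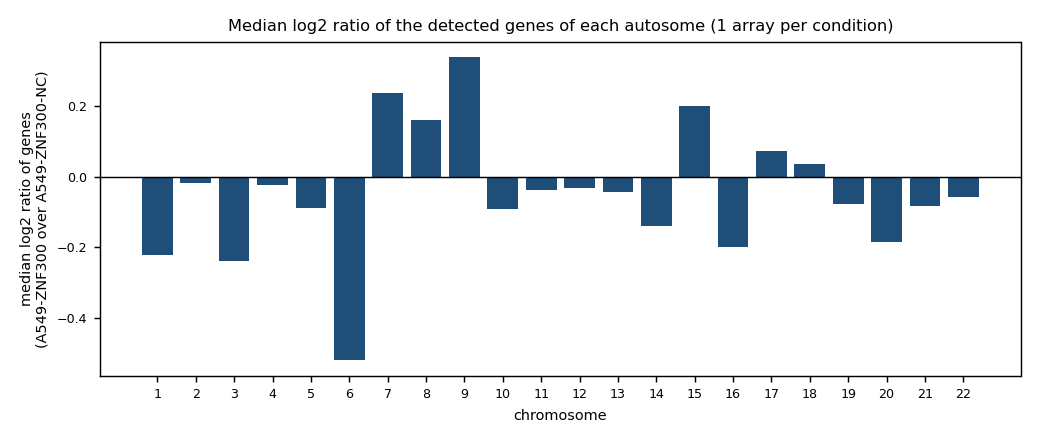
Median log2 ratio of A549‐ZNF300 over A549‐ZNF300‐NC of the detected genes of each autosome, with 1 array per condition. Each bar is 1 chromosome. Chromosome 6 has the lowest median and chromosome 9 the highest.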

The microarray data have been uploaded to the GEO database (https://www.ncbi.nlm.nih.gov/geo/) with the accession number GSE145880. Because the cells with upregulated ZNF300 (A549‐ZNF300 and A549/DDP‐shZNF300‐NC) manifested relatively slower proliferation (Figure 3A) and cell cycle arrest at G2 phase compared to the cells with downregulated ZNF300 (A549‐ZNF300‐NC and A549/DDP‐shZNF300) (Figure 3B), we screened the genes that might regulate these biological characteristics based on the keywords of proliferation, growth, differentiation and cell cycle in the columns of gene.title or pathway of the expression profiles (A549‐ZNF300 vs A549‐ZNF300‐NC). MAPK was also screened as a keyword in the column of pathway because of its important function in growth and differentiation of cells. The screening displayed that most of the genes linked with MAPK/ERK pathways were downregulated, while most of the genes associated with cell cycle and cancer stemness were upregulated in A549‐ZNF300 cells compared to A549‐ZNF300‐NC cells. 

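Genes of cell division were higher in A549‐ZNF300, and genes induced by ERK signalling were lower. Of 52 detected genes of the G2/M programme, 51 were higher, 38 of them at least 2‐fold, with a median log2 ratio of 1.45. BIRC5, an inhibitor of apoptosis that acts in the mitotic chromosomal passenger complex, had a log2 ratio of 2.73, CDCA2 one of 2.72 and HMMR, a spindle protein, one of 2.52. Of 41 detected genes of the S phase programme, 39 were higher, 23 of them at least 2‐fold (14 with housekeeping centring), with a median of 1.04. They included MCM4, a subunit of the replicative helicase (2.22), and the transcription factor E2F8 (1.97). Both medians lay above those of the random lists, at percentile 100.0.

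The kinases and RAS proteins of the MAPK cascade went both ways. Of 23 detected members, 13 were lower and 10 higher, 1 and 3 of them at least 2‐fold, with a median log2 ratio of -0.30 at percentile 13.6. With a filter at the 75th percentile, 10 of 19 were higher and the median was 0.029, while with housekeeping centring 15 of 23 were lower, 5 of them at least 2‐fold, and the median was -0.45. MAPK3, which encodes ERK1, had a log2 ratio of -0.88, the MEK gene MAP2K2 one of -0.71 and MAP3K5 one of -1.74. MAP2K1, another MEK gene (0.61), HRAS (1.46) and MAP3K8 (2.30) were higher. MAP2K6, an activator of p38 kinases, had a log2 ratio of 7.42 from a log2 signal of 2.92 in A549‐ZNF300‐NC, below the array median, and of 4.20 against that median. Of 18 detected ERK target genes, 14 were lower, 9 of them at least 2‐fold, with a median of -0.91 at percentile 0.0. SPRY4 (-3.39) and DUSP6 (-2.64), feedback inhibitors of the pathway, had the lowest ratios, while the phosphatase gene DUSP4 was higher (3.17). Without probe sets with names ending in _x_at or _s_at, 10 of 15 ERK target genes were lower, 6 of them at least 2‐fold, with a median of -0.55 at percentile 1.8.

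Of 6 detected stemness genes, 5 were higher, 2 of them at least 2‐fold, with a median log2 ratio of 0.69 at percentile 97.8. MYC was the only lower one, with a log2 ratio of -1.12. ALDH1A1, a retinaldehyde dehydrogenase used as a stem cell marker, had a log2 ratio of 5.22, the RNA‐binding protein gene LIN28B, below the array median in A549‐ZNF300‐NC, one of 4.54, or 3.11 against that median, and SOX2 one of 0.90. Under 6 of the alternative settings, the percentile of this list was 86.7 to 97.0.

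The paper starts from the slower proliferation and the arrest at G2 phase of cells with more ZNF300, and screens the profiles with keywords for these traits and for MAPK. From this screening it concludes that most genes of MAPK/ERK pathways were downregulated in A549‐ZNF300 cells, while most genes of the cell cycle and of cancer stemness were upregulated.

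**Figure D2:**
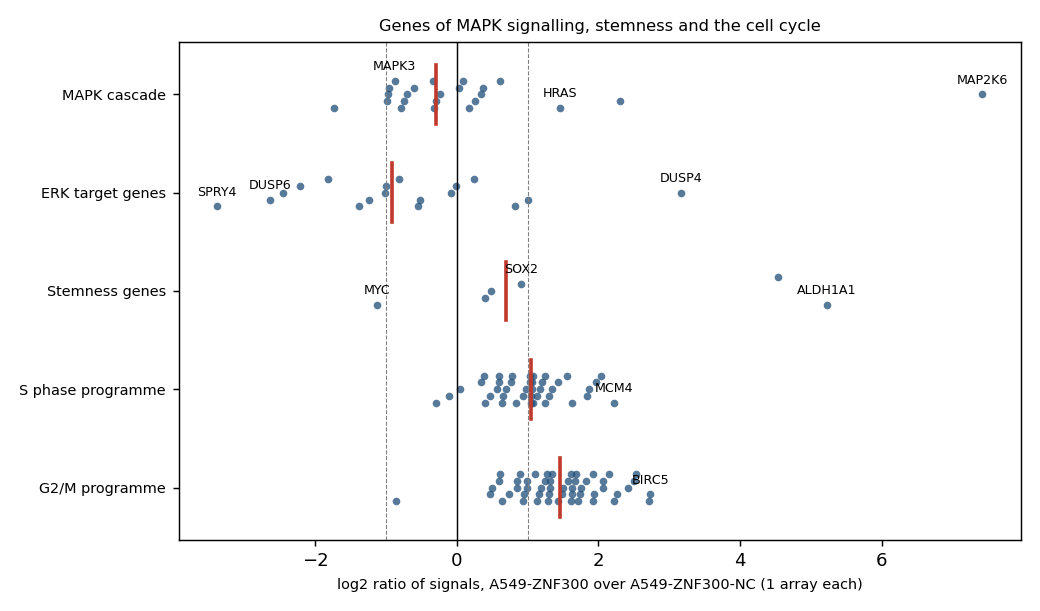
Log2 ratio of A549‐ZNF300 over A549‐ZNF300‐NC of the detected members of 5 gene lists, with 1 array per condition. Each point is 1 gene, the red bar is the median of the list and the dashed lines mark a 2‐fold difference. The medians are -0.30 for the MAPK cascade, -0.91 for ERK target genes, 0.69 for stemness genes, 1.04 for the S phase and 1.45 for the G2/M programme.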

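Growth differentiation factors, ligands of the TGF‐β superfamily, were mostly lower in A549‐ZNF300. Of 4 detected members, 3 were lower, with a median log2 ratio of -1.57 at percentile 3.19, which was -0.61 with signals below the array median raised to it. GDF15, a stress‐induced cytokine, had a log2 signal of 13.05 in A549‐ZNF300‐NC and 11.25 in A549‐ZNF300, a log2 ratio of -1.80. GDF9 (-1.34) and GDF7 (-2.27) were also lower, from signals below the array median in A549‐ZNF300, and had log2 ratios of -0.79 and -0.43 against that median. GDF11 was higher (0.64).

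The paper screened these expression profiles for the genes of Table S2 by keywords in gene titles and pathways. Whether the folds also played a part is not stated, so the tallies of Table S2 are not taken as independent evidence of a direction. Of 146 of its genes with a probe set, 135 were detected. Of 27 detected genes under MAPK, 15 were lower and 12 higher, with a median log2 ratio of -0.22 at percentile 21.1. JUN, a component of the AP‐1 transcription factor, was the lowest (-2.12). Of 105 detected genes under the cell cycle, 70 were higher and 35 lower, 36 and 5 of them at least 2‐fold, or 33 and 4 with signals below the array median raised to it, and the median of 0.47 lay above those of the random lists. The largest log2 ratio under the cell cycle was that of CDH1 (9.74), the gene of E‐cadherin. Its probe set lay below the array median in A549‐ZNF300‐NC, against which the log2 ratio was 4.79. FZR1, which encodes the activator of the anaphase‐promoting complex also called Cdh1, had a log2 ratio of -0.59. Of the genes under growth differentiation, 3 were detected, 1 higher and 2 lower.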

The related genes are summarized in Table S2 and analysed by gene set enrichment analysis (GSEA), which showed the enrichment plots (Figure S5A). 

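Checkpoint genes were mostly higher in A549‐ZNF300, and on the deposited scale so were cyclins and cell division cycle genes, while most detected inhibitors of cyclin‐dependent kinases were lower. Of 14 detected cyclins, 9 were higher and 5 lower, with a median log2 ratio of 0.58 at percentile 99.2. With signals below the array median raised to it, 6 were at least 2‐fold higher and 1 lower, and the median was 0.12. With housekeeping centring, 7 were higher and 7 lower. The G1 cyclin CCND3 was higher (2.24), while CCNB3 and the G1 cyclin CCND2, each dim in 1 array, had log2 ratios of 0.062 and -0.70 against the median of that array. Of 21 detected checkpoint genes, 14 were higher, 6 of them at least 2‐fold, with a median of 0.47 at percentile 99.6. The spindle checkpoint genes BUB1B (2.32), MAD2L1 (2.16) and BUB1 (1.50) were higher, as were the DNA damage checkpoint kinases CHEK2 (0.87) and CHEK1 (0.47). Of 20 detected cell division cycle genes, 15 were higher, with a median of 0.27 at percentile 91.7, and 11 with housekeeping centring. With dim signals raised to the array median, 5 were at least 2‐fold higher.

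Of these, the replication licensing factor CDC6 had a log2 ratio of 2.03 and CDC20, an activator of the anaphase‐promoting complex, one of 1.32. CDC14A, below the array median in A549‐ZNF300‐NC, had one of 0.74 against that median. CDC23 (0.09) and CDC27 (0.11) were lower when the arrays were centred on the housekeeping genes. CDC20B, below the array median in A549‐ZNF300, had a log2 ratio of -0.24 against that median, and of 0.24 when dim probe sets were kept. Of 15 detected cyclin‐dependent kinases, 6 were higher and 9 lower, with a median of -0.19 at percentile 26.0. CDK5 (0.93) and CDK4 (0.35) were higher and CDK14, below the array median in A549‐ZNF300, was lower (-2.75, or -2.36 against that median). Of 4 detected inhibitors of these kinases, 3 were lower, with a median of -0.56 at percentile 13.4. They were CDKN1C, which encodes p57 (-2.16), CDKN1A, which encodes p21 (-0.93), and CDKN2D (-0.18). CDKN3, a phosphatase gene that acts on CDK2, was higher (1.69).

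The growth arrest genes GADD45A and GADD45B were lower. GADD45A was 3.25‐fold lower, and GADD45B had a log2 ratio of -1.35, with 3 of its 4 detected probe sets lower. The other, its only one with a name not ending in _x_at or _s_at, gave 0.58 from log2 signals of 6.55 and 7.14. MDM4, a negative regulator of p53, had a log2 ratio of -0.83. MDM2 had one of 0.09, which was negative under the housekeeping centring. Among the polo‐like kinases, PLK4, which duplicates centrioles, was higher (1.57), and PLK2 (-0.56) and PLK3 (-0.83) were lower. The percentile of the cyclins was 77.1 when dim probe sets were kept. That of the checkpoint genes was 97.3 without _x_at and _s_at probe sets and 94.6 in the authors' table of probe sets.

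**Figure D3:**
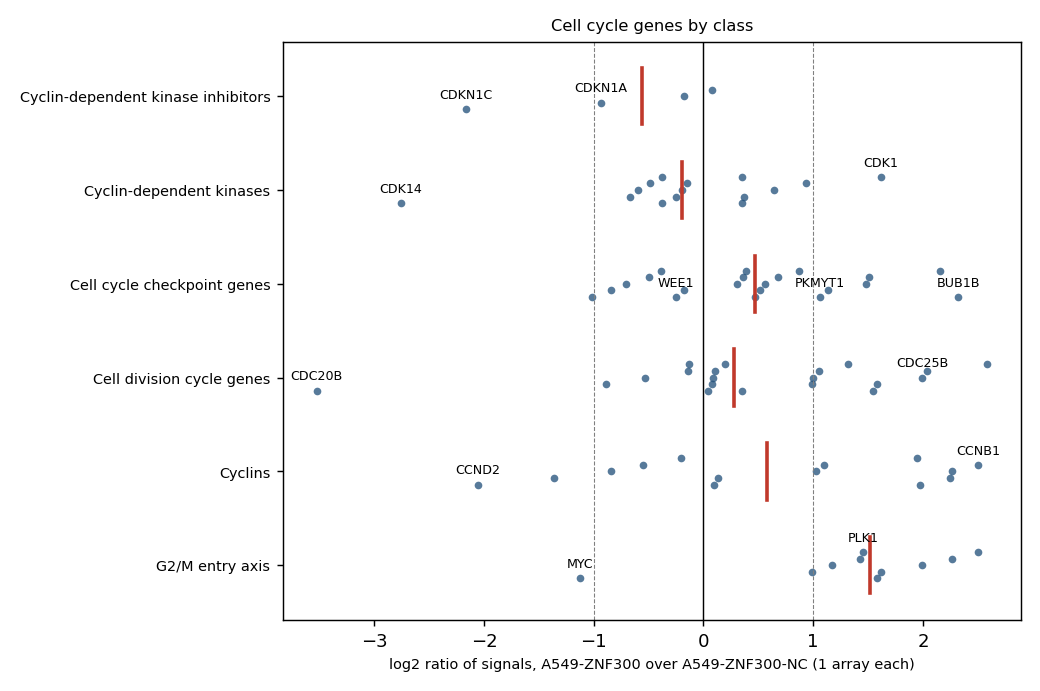
Log2 ratio of A549‐ZNF300 over A549‐ZNF300‐NC of the detected members of 6 lists of cell cycle genes, with 1 array per condition. Each point is 1 gene, the red bar is the median of the list and the dashed lines mark a 2‐fold difference. The medians are -0.56 for the kinase inhibitors, -0.19 for the kinases, 0.47 for checkpoint genes, 0.27 for cell division cycle genes, 0.58 for cyclins and 1.52 for the G2/M entry axis.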

According to their functions in cell cycle, we classified the cell cycle–related genes into kinase inhibitor, kinase, cell cycle checkpoint, cell division cycle, cell cyclin and G2/M DNA damage checkpoint, and found that most of the genes related with cyclin‐dependent kinase inhibitor were downregulated, while most of the genes related with cyclin‐dependent kinase, cell cycle checkpoint, cell division cycle, cell cyclin and G2/M DNA damage checkpoint were upregulated in A549‐ZNF300 compared to A549‐ZNF300‐NC (Figure 3C). The core genes are shown in Figure 3Ca‐h, verified by the Western blotting of the key genes (including PCNA, p15, p27, CD61, CD235a, p38 MAPK, ERK1/2, ATF3, ATF5, STAT3, STAT4, MYC, WEE1, AURKA, PLK1, CDK1, Nanog and Oct‐4, Figure 3Da‐e).

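On the arrays, PCNA, the sliding clamp of DNA polymerases, had a log2 signal of 13.06 in A549‐ZNF300‐NC and 14.31 in A549‐ZNF300, which is 2.38‐fold higher. ITGB3, which encodes CD61, was 8.06‐fold lower, and its detected probe sets had log2 ratios from -3.64 to -1.28. The probe sets at the ends of this range lay below the array median in A549‐ZNF300, with log2 ratios of -0.76 and -0.82 against it. Of 6 detected megakaryocyte and erythroid markers, ITGB3 among them, 4 were lower, with a median log2 ratio of -1.46 at percentile 8.36, which was -0.27 with signals below the array median raised to it. The stress‐induced transcription factor ATF3 was 4.27‐fold lower. ATF5 had a log2 ratio of -0.24, with 0.29 as the median over its probe sets, and STAT3 one of -0.35. In the authors' table of probe sets STAT3 had 2.35, from a probe set below the array median in A549‐ZNF300‐NC, with -0.03 against that median. The other 3 probe sets of STAT3 gave -0.35, -0.36 and -0.72. STAT4 was higher (2.42). CDKN1B, which encodes p27, had a log2 ratio of 0.08, which was negative under the housekeeping centring. CDKN2B, which encodes p15, and NANOG had no probe set at or above the array median in either array.

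Of the other genes of Fig. 3C, the ERK‐regulated transcription factor ETS1 was 9.12‐fold lower. FOXO3 (-0.89), the NF‐κB adaptor gene TIFA (-0.53) and ELK1 (-0.44) also had negative log2 ratios. PAX6 (0.55) and MYCL (0.76, or 0.47 against the median of A549‐ZNF300‐NC, where it was dim) had positive ones. The probe set of MDM1 had a log2 ratio of -0.06, which was positive when the arrays were centred on their medians and 0.42 as the median over its probe sets. PPM1D had one of 0.22 and CDC26 one of 0.99. MYCN, NODAL, GADD45G, RPRM and PLK5 were not detected.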

**FIGURE 3:**
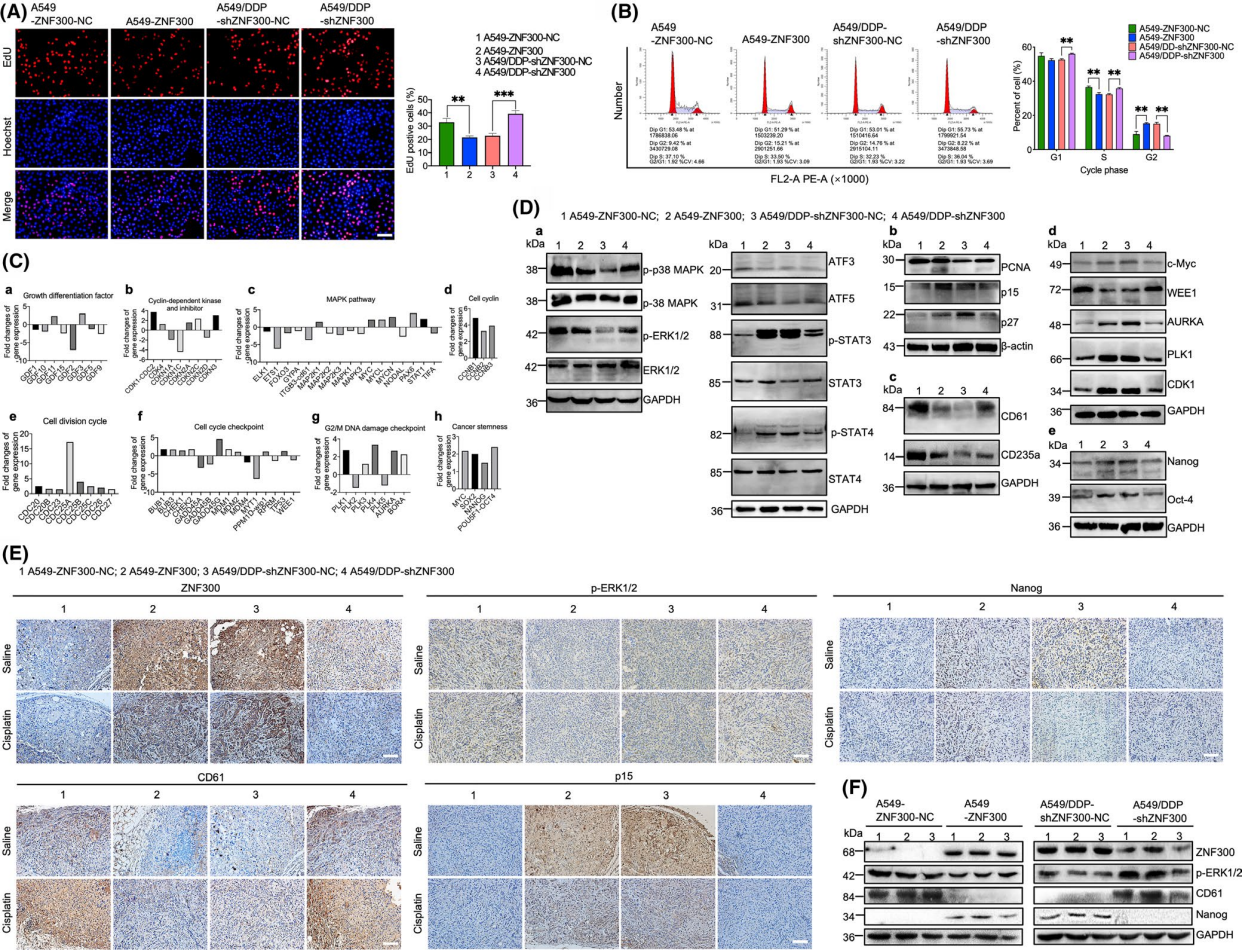
ZNF300 inhibited MAPK/ERK pathways and activated CDK1 by inhibiting WEE1 and MYT1 and modulating MYC/AURKA/BORA/PLK1 axis. Proliferation (A) (magnification: 100×, bar = 200 µm) and cell cycle (B) of A549‐ZNF300‐NC, A549‐ZNF300, A549/DDP‐shZNF300‐NC and A549/DDP‐shZNF300 cells. Fold changes (FC) of the differentially expressed genes related with proliferation, growth, differentiation and cell cycle between A549‐ZNF300‐NC and A549‐ZNF300 cells (Ca‐Ch). Validation of the differentially expressed core genes between A549‐ZNF300‐NC and A549‐ZNF300 cells using Western blotting (Da‐De). IHC staining (E) (magnification: 200×, bar = 100 µm) and Western blotting analysis (F) of ZNF300, p‐ERK1/2, Nanog, CD61 and p15 in the tumour tissues of xenograft models

Moreover, the Western blotting and IHC staining of the key genes on the tumour tissues from subcutaneous xenograft further proved that p‐p38 MAPK, p‐ERK1/2 (encoded by genes *MAPK14* and *MAPK1* */MAPK3*, respectively) and CD61 were inhibited, while p15 and Nanog were upregulated in the tumour tissues of xenograft models injected with A549‐ZNF300 and A549/DDP‐shZNF300‐NC cells compared to that injected with A549‐ZNF300‐NC and A549/DDP‐shZNF300 cells (Figure 3E,F).

To clarify the relationship between ZNF300 and MAPK/ERK pathways, AZD6244, an inhibitor, and hesperetin, an agonist of MAPK/ERK pathways, were used to treat the relevant cells. As displayed in Figure 4Aa, p‐ERK1/2, p‐p38 MAPK, and CD61 decreased, while p15 and Nanog increased in A549‐ZNF300‐NC and A549/DDP‐shZNF300 cells after treatment with AZD6244. Additionally, the migration (Figure 4Ba), invasion (Figure 4Ca), anti‐apoptosis (Figure 4Da) and resistance to cisplatin (Figure 4Ea) of A549‐ZNF300‐NC and A549/DDP‐shZNF300 cells were significantly enhanced, but proliferation was subdued after treatment with AZD6244 (Figure 4Fa). In contrast, hesperetin could reverse the above results (Figure 4Ab,Bb,Cb,Db,Fb). No effect of AZD6244 and hesperetin was observed on the ZNF300 expression (Figure 4Aa,b), strongly indicated that ZNF300 was the upstream regulator of MAPK/ERK pathways.

**FIGURE 4:**
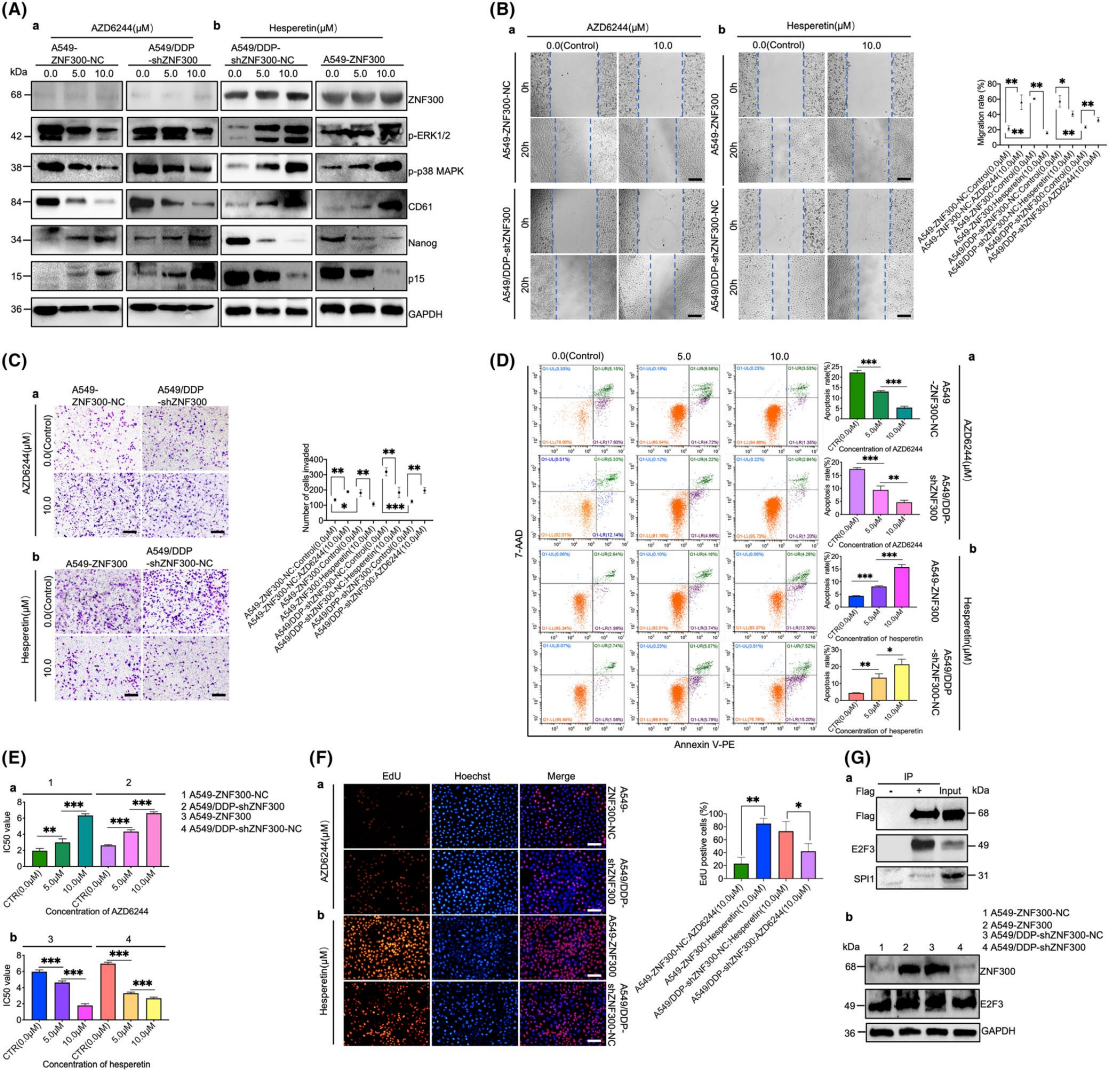
ZNF300 was the upstream regulator of MAPK/ERK pathways. Western blotting analysis of ZNF300, p‐ERK1/2, p‐p38 MAPK, CD61, Nanog and p15 in A549‐ZNF300‐NC and A549/DDP‐shZNF300 cells after treatment with AZD6244 (Aa), and in A549/DDP‐shZNF300‐NC and A549‐ZNF300 cells after treatment with hesperetin (Ab). Migration of A549‐ZNF300‐NC and A549/DDP‐shZNF300 cells after treatment with AZD6244 (Ba), and of A549‐ZNF300 and A549/DDP‐shZNF300‐NC cells after treatment with hesperetin (Bb) compared to the controls (magnification: 100×, bar = 200 µm). Invasion of A549‐ZNF300‐NC and A549/DDP‐shZNF300 cells after treatment with AZD6244 (Ca), and of A549‐ZNF300 and A549/DDP‐shZNF300‐NC cells after treatment with hesperetin (Cb) compared to the controls (magnification: 100×, bar = 200 µm). Apoptosis of A549‐ZNF300‐NC and A549/DDP‐shZNF300 cells incubated with AZD6244 (Da), and of A549‐ZNF300 and A549/DDP‐shZNF300‐NC cells incubated with hesperetin (Db), followed by 2.0 µg/mL cisplatin treatment. IC_50_ of cisplatin on A549‐ZNF300‐NC and A549/DDP‐shZNF300 cells after application of AZD6244 (Ea), and on A549‐ZNF300 and A549/DDP‐shZNF300‐NC cells after application of hesperetin (Eb). The proliferation of A549‐ZNF300‐NC and A549/DDP‐shZNF300 cells after treatment with AZD6244 (Fa), and A549‐ZNF300 and A549/DDP‐shZNF300‐NC cells after treatment with hesperetin (Fb) compared to the controls using EdU staining (magnification: 100×, bar = 200 µm). Co‐IP assay of ZNF300 interacting with E2F3 and SPI1 (Ga) and Western blotting analysis of ZNF300 and E2F3 in A549‐ZNF300‐NC, A549‐ZNF300, A549/DDP‐shZNF300‐NC and A549/DDP‐shZNF300 cells (Gb). All the data were expressed as the mean ± SD (significant difference between two groups: *P < .05, **P < .01, ***P < .001)

ZNF300 was predicted to interact with E2F3 and SPI1 (https://www.gcbi.com.cn/). The immunoblotting showed that ZNF300‐flag, used as bait, could bind to E2F3 (Figure 4Ga), indicating that ZNF300 might interact with E2F3 to function in the chemoresistance and aggressive behaviour of tumour cells. As shown in Figure 4Gb, there was no significant difference of E2F3 expression between the cells with upregulated ZNF300 and the cells with downregulated ZNF300, implying that E2F3 might not be regulated by ZNF300.

### 3.4 ICA and ATRA improve the anti‐tumour effect of cisplatin on chemoresistant cells by inducing differentiation

All‐trans retinoic acid (ATRA) and icariin (ICA) were reported to induce the cell differentiation.^11^, ^12^ Thus, we used the two chemical compounds to test whether they could enhance the anti‐tumour effect of cisplatin on the chemoresistant cells by inducing differentiation. As shown in Figure 5A, compared to the chemosensitive cells (A549‐ZNF300‐NC and A549/DDP‐shZNF300), CD235a and CD61 upregulated in the chemoresistant cells (A549‐ZNF300 and A549/DDP‐shZNF300‐NC) after treatment with ICA and ATRA, respectively. Observation of the co‐cultured cells for 7 days demonstrated that the chemoresistant cells (A549‐ZNF300‐GFP, A549/DDP‐mCherry and A549/DDP‐shZNF300‐NC‐GFP) were more sensitive to cisplatin combined with ATRA or ICA compared to the chemosensitive cells (A549‐mCherry, A549‐ZNF300‐NC‐GFP and A549/DDP‐shZNF300‐GFP), suggesting that ATRA and ICA could enhance the anti‐tumour effect of cisplatin on the chemoresistant cells by inducing the differentiation of tumour cells. Additionally, the synergistic cytotoxic effect of cisplatin with ICA on the chemoresistant cells was stronger than that of the combination of cisplatin and ATRA (Figure 5B). The videos will be provided upon request.

**FIGURE 5:**
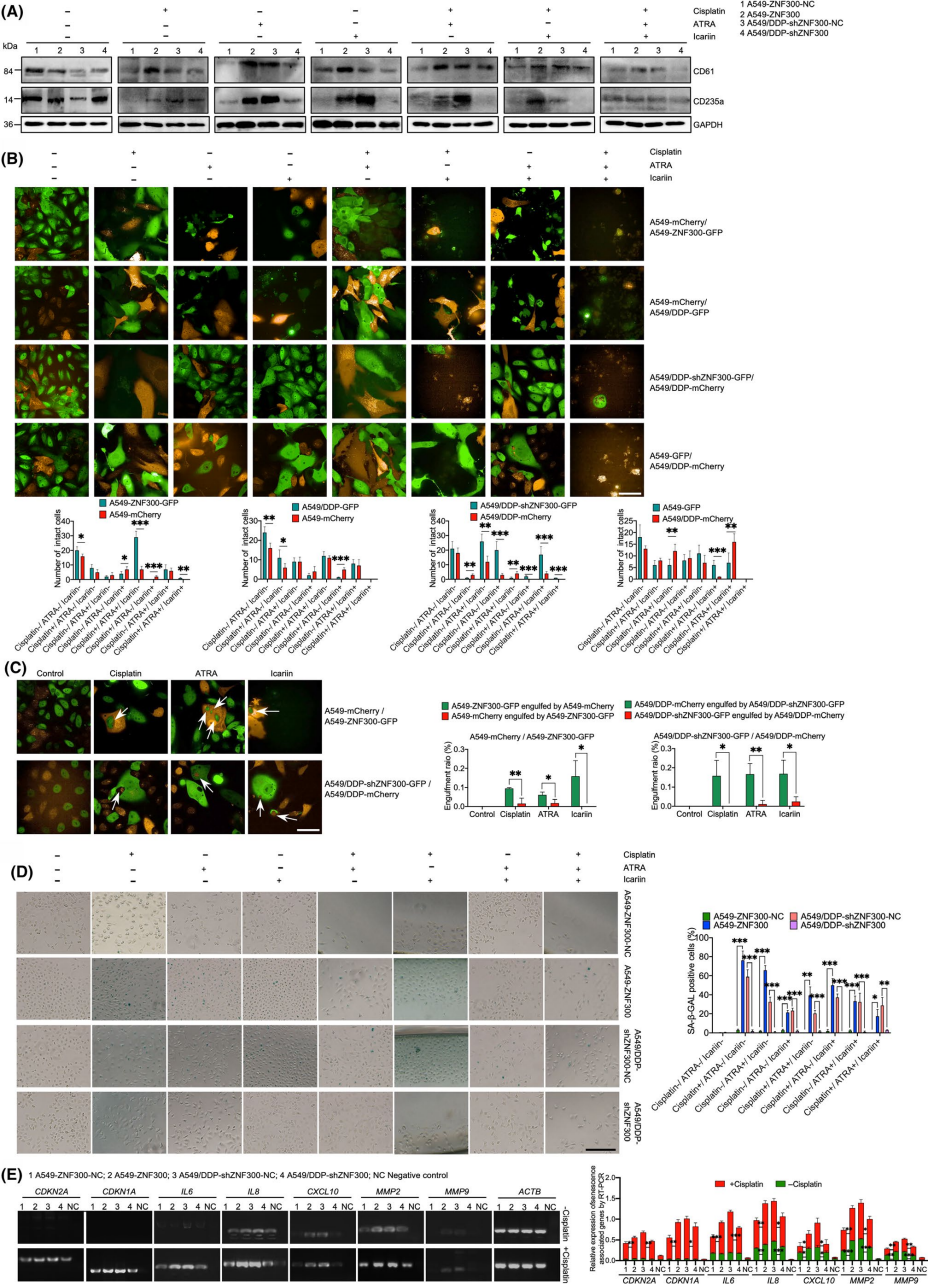
ICA and ATRA improved the anti‐tumour effect of cisplatin on the chemoresistant cells by inducing differentiation, and the chemosensitive cell engulfed the chemoresistant cells at a higher proportion to obtain a survival advantage under the pressure caused by chemotherapeutic drugs. A, Expression of CD61 and CD235a in A549‐ZNF300‐NC, A549‐ZNF300, A549/DDP‐shZNF300‐NC and A549/DDP‐shZNF300 cells after treatment with cisplatin, ATRA and ICA, separately or combinedly. B, Images of the co‐cultured cells at the treatment endpoint of cisplatin, ATRA, ICA, separately or combinedly, for 7 d (magnification: 630×, bar = 50 µm). C, Representative engulfment images of the co‐cultured cells after treatment with cisplatin, ATRA and ICA for 72 h (magnification: 630×, bar = 50 µm). D, SA‐β‐GAL staining of the senescent cells (magnification: 200×, bar = 100 µm). E, Expression of genes related with senescence and SASP determined by RT‐PCR in the four cells with or without the treatment of 2 µg/mL cisplatin for 48 h. All the data were expressed as the mean ± SD (significant difference between two groups: *P < .05, **P < .01, ***P < .001)

Intriguingly, the treatment with cisplatin, ATRA and ICA, separately or combined, led to a remarkable mutual phagocytosis response in both the chemoresistant cells and chemosensitive cells. It is noteworthy here that the ratio of the chemoresistant cells engulfed by the chemosensitive cells was relatively higher than that of the chemosensitive cells engulfed by the chemoresistant cells (Figure 5C). The senescence of tumour cells induced by chemotherapy was reported to enhance their survival via engulfing both neighbouring senescent or non‐senescent tumour cells.^13^ Thus, we utilized SA‐β‐GAL staining to determine whether the mutual engulfment of the chemosensitive cells and the chemoresistant cells was related with the senescence induced by chemotherapeutic agents. The staining manifested that the positively stained chemoresistant cells of SA‐β‐GAL were more abundant than that of the chemosensitive cells after treated by cisplatin combined with ATRA and ICA, especially ICA (Figure 5D). The expression of genes related with senescence (cyclin‐dependent kinase inhibitor 2A (*CDKN2A*) and cyclin‐dependent kinase inhibitor 1 (*CDKN1A*)) and senescence‐associated secreting phenotype (SASP) (interleukin‐6 (*IL6*), interleukin‐8 (*IL8*), C‐X‐C motif chemokine ligand 10 (*CXCL10*), matrix metalloproteinase‐2 (*MMP2*) and matrix metalloproteinase‐9 (*MMP9*)) at the mRNA level was determined by RT‐PCR. As shown in Figure 5E, the expression of *CDKN2A*, *CDKN1A*, *IL6*, *IL8*, *CXCL10*, *MMP2* and *MMP9* significantly increased in chemoresistant cells after treatment with cisplatin compared to chemosensitive cells, confirming that cisplatin could induce more chemoresistant cells into senescent stage compared to chemosensitive cells.

## 4 DISCUSSION

Chemoresistance induced by cisplatin has become the major impediment to lung cancer chemotherapy, resulting in the failure of drug combination regimen in lung cancer. Therefore, it is important to continue the exploration of chemoresistance mechanisms in NSCLC. In the study, an increased expression of ZNF300 was detected in three chemoresistant cell lines of NSCLC. The bioinformatic analysis and ZNF300 staining on the specimens of patients with NSCLC showed that ZNF300 was associated with the poor OS of patients with NSCLC. Silencing ZNF300 in A549/DDP cells (A549/DDP‐shZNF300) and overexpressing ZNF300 in A549 cells (A549‐ZNF300) demonstrated that the cells with upregulated ZNF300 (A549‐ZNF300 and A549/DDP‐shZNF300‐NC) exhibited resistance to cisplatin, gemcitabine, paclitaxel, docetaxel and pemetrexed, enhanced invasion and metastasis, a reduced fraction of anoikis cells, and decreased apoptosis induced by cisplatin compared to the cells with downregulated ZNF300 (A549‐ZNF300‐NC and A549/DDP‐shZNF300). Thereby, confirming that the cisplatin‐induced upregulation of ZNF300 promoted the chemoresistance and aggressive growth of NSCLC. Further, this provided evidence that the aggressive growth of tumour cells was enhanced constantly with the development of chemoresistance.^14^ The experimental results in vitro were validated in the subcutaneous xenografts of nude mice in vivo.

*ZNF300* gene was originally isolated from a human embryo and overexpressed in the heart, brain, skeletal muscle and testis.^15^, ^16^ Being a typical member of the zinc finger protein family, ZNF300 was reported to exert its transcriptional impact in the nucleus via the KRAB domain.^15^ It has been shown to play a pivotal role in cell differentiation,^17^ stimulation of fatty acid oxidation and alleviation of hepatosteatosis by regulating PPARα,^18^ and regulation of IL‐2Rβ promoter activity by binding directly to the overlapping site of ZNF300/EGR1.^19^ Additionally, ZNF300 was reported to promote the growth and metastasis of HeLa cells by regulating the NF‐kB pathway via interacting with IKKβ and activating TRAF2 and enhance the malignant progression of leukaemia after being activated by PU.1.^20^, ^21^ Since ZNF300 was one of the three methylated genes identified in the plasma cell‐free DNA (cfDNA) of hepatocellular carcinoma as compared to liver tissue DNA, it can be used as a biomarker for early detection and high‐risk screening of hepatocellular carcinoma.^22^ ZNF300 expression was higher in the desmoid tumours than in the normal tissues, but its function is still unknown.^23^

Since the cells with upregulated ZNF300 presented slower proliferation and slower cell cycling compared to the cells with downregulated ZNF300, we focused on the differentially expressed genes related with proliferation, growth, differentiation and cell cycle between A549‐ZNF300‐NC and A549‐ZNF300 cells. The analysis displayed that most of the genes associated with growth, differentiation, MAPK/ERK pathways and cyclin‐dependent kinase inhibitor were downregulated, whereas most of the genes associated with cyclin‐dependent kinase, cell cycle checkpoint, cell division, cell cyclins, G2/M DNA damage checkpoint and cancer stemness were upregulated in A549‐ZNF300 cells compared to A549‐ZNF300‐NC cells.

MAPK/ERK pathways play important roles in regulating cell growth, development, division, death, proliferation, differentiation and various other physiological processes.^24^ Cyclin‐dependent kinase 1 (CDK1/cdc2) is essential for cell cycle progression and cell division. During the period of G2/M transformation regulated by CDK1‐cyclin B complex, CDK1 is inactivated by the tyrosine kinases WEE1 and MYT1.^25^ Meanwhile, when the cell enters the M phase, the kinase Aurora A (AURKA) and its cofactor BORA synergistically activate PLK1, which in turn activates the activity of phosphatase CDC25 and downstream CDK1 to drive the cell into mitosis by establishing an effective feedback loop.^26^ Inhibition of CDK1 expression in the normal cells increased the sensitivity of cells to DNA damage.^27^ Being an important regulator of cell cycle progression and mitosis, AURKA has been described as an oncoprotein and a therapeutic target in various types of advanced tumours. Additionally, MYC was shown to enable the tumour cells to overcome a latent cell cycle arrest in G2/M phase by directly binding AURKA. Inhibition of the MYC‐AURKA interaction by conformation‐changing AURKA inhibitors resulted in the subsequent MYC degradation and cell death.^28^ Thus, it was deduced that the upregulated ZNF300 induced by cisplatin might inhibit MAPK/ERK pathway to suppress the proliferation and differentiation of tumour cells to promote them to enter a relatively slower growth or even a quiescent or senescent state to avoid the cytotoxic effect of chemotherapeutic drugs. 

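Genes that drive entry into mitosis were higher in A549‐ZNF300, apart from MYC. Of 10 detected genes of the G2/M entry axis, 9 were higher, 7 of them at least 2‐fold also with signals below the array median raised to it, and the median log2 ratio lay at percentile 99.98. This list was built around the axis that the paper names for this comparison, so its percentile is not independent evidence of a direction. It shares CDK1, CCNB2, AURKA and CDC25C with the G2/M programme. CDK1 had a log2 ratio of 1.62, and its partners CCNB1 and CCNB2, which encode B‐type cyclins, had 2.51 and 2.27. AURKA (1.43), its cofactor gene BORA (1.17) and PLK1 (1.46) were higher. So were the phosphatase genes CDC25B (2.00) and CDC25C (0.99). The 2 detected probe sets of CDC25A lay below the array median in A549‐ZNF300‐NC and had log2 ratios of 0.054, for the one used here, and 1.86 against that median. MYC had a log2 signal of 13.41 in A549‐ZNF300‐NC and 12.29 in A549‐ZNF300, which is 2.18‐fold lower. Among the kinases that inactivate CDK1, WEE1 had a log2 ratio of -0.25, and its probe sets gave -0.25 and -0.12. PKMYT1, the gene of the kinase MYT1, was higher (1.06), from 1 probe set. These values are of RNA and not of protein or kinase activity. The gene with the symbol MYT1, which encodes a zinc finger transcription factor, was not detected.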

Meanwhile, ZNF300 might activate CDK1 through inhibition of WEE1 and MYT1 and modulation of the MYC/AURKA/BORA/PLK1 axis to promote the tumour cells to overcome G2 arrest and enter the M phase to avoid the apoptosis induced by chemotherapeutic drugs. Once the survival pressure caused by chemotherapeutic drugs disappeared or was removed (periodicity of chemotherapeutic management), the surviving tumour cells acquired chemoresistance and grew aggressively to promote the malignant progression of diseases.

Our findings that the chemoresistance and malignant progression of NSCLC were caused by the slow‐cycling population was consistent with the prior studies. In the previous studies, the slow‐cycling cells were shown to drive a highly invasive cell state that leads to increased tumour cell dissemination, metastasis and invasion compared to cycling cells in melanoma.^29^, ^30^ Recently, the wild‐type p53 expression has been revealed to be a driver of therapy resistance by initiating a slow‐cycling phenotype in melanoma.^31^ In the study, we also observed a slow‐cycling phenotype and higher expression of p53 in chemoresistant cells compared to chemosensitive cells, but there was no significant difference of p53 expression between A549‐ZNF300 and A549‐ZNF300‐NC cells, or between A549/DDP‐shZNF300 and A549/DDP‐shZNF300‐NC cells (Figure S5B), demonstrating that p53 might be involved in the chemoresistance and malignant progression of NSCLC though not be regulated by ZNF300. Additionally, the retrieval of p53 status in the ‘Handbook of p53 mutation in cell lines’ (http://p53.free.fr/Database/Cancer_cell_lines/cell_lines_1.0.pdf) and p53 expression in the betastasis (http://www.betastasis.com) showed that p53 is wild type in cell lines of A549, H1650 and H446, while mutant in cell lines of H1915 and H520. Relatively, the expression of p53 is higher in A549 and H446 cells, while weak in H1650, H1915 and H520 cells (Figure S5C). The role of p53 in the chemoresistance and malignant progression of NSCLC will be explored in our future work.

Because many drugs, including DNA damaging drugs, induce senescence and SA‐β‐GAL positivity in A549 cells, one of the explanations for the phenomena that A549 cells with downregulated ZNF300 failed to turn positive in the study might be that a 48‐hour time point is early for SA‐β‐GAL detection. Additionally, though the morphologies of some A549 cells with downregulated ZNF300 presented a senescent phenotype after treated by the drugs, these cells were hardly stained by SA‐β‐GAL or SA‐β‐GAL staining was very weak, resulting in the lesser number of SA‐β‐GAL positively stained cells. Furthermore, 2 µg/mL cisplatin, 5 µg/mL ATRA and 20 µg/mL ICA, the IC_50_ concentration of the three drugs on A549 cells, were lower dose to A549 cells with upregulated ZNF300 (chemoresistant cells) related to A549 cells with downregulated ZNF300 (chemosensitive cells). Thus, we deduced that the concentrations of the three drugs used for senescence detection in the study could induce the apoptosis of chemosensitive cells but incur the senescence of chemoresistant cells, which was consistent with the prior studies that the lower doses of resveratrol treatment inhibited lung cancer cell growth by the induction of premature senescence through ROS‐mediated DNA damage in a dose‐dependent manner, while higher doses may induce apoptosis in tumour cells.^32^

Several limitations exist in this study; firstly, since the collection of tumour specimens from patients who present the chemoresistant phenotype is difficult, the current research could not provide the clinical evidence of the ZNF300 association with cisplatin‐induced chemoresistance. Secondly, the nude mice were not treated with ATRA or ICA; therefore, the effects of the two chemicals on the tumour growth in vivo could not be observed. Nevertheless, the research provided a novel insight into the development of chemoresistance and a potential tactic to combat it.

Taken together, the findings of the study suggest that ZNF300 might mediate the chemoresistance and malignant progression of NSCLC. The probable mechanism of ZNF300 could be through suppressing cell proliferation and differentiation by downregulating MAPK/ERK pathways and slowing cell cycle via activating CDK1 by inhibiting WEE1/MYT1 and modulating MYC/AURKA/BORA/PLK1 axis. Cisplatin, combined with ATRA and ICA, especially ICA, might be beneficial for the chemoresistant cases of NSCLC.

## CONFLICT OF INTEREST

The authors declare no conflict of interest.

## AUTHOR CONTRIBUTIONS

Shilong Yu, Zhi Ao and Xianhui Wang performed the experiments in vitro. Shilong Yu, Yi Wu and Liyuan Song designed and conducted the animal experiments. Shilong Yu, Peng Zhang and Xiaokang Li, Min Liu, Xihua Li, and Xuanbin Wang participated in the data analysis. Ruijie Zhang, Pin Qian and Yan Chen collected clinical data and prepared paraffin section. Fuyun Ji and Guisheng Qian conceived the study. Fuyun Ji, Guisheng Qian and Xuzhi Ruan participated in the study design. Shilong Yu and Fuyun Ji wrote the manuscript. Guisheng Qian and Xuzhi Ruan revised the manuscript. All authors critically reviewed the manuscript and approved the final version for publication.

## ETHICS APPROVAL AND CONSENT

Informed consent was obtained from all the patients participating in this study. All animal experiments were approved by the Experimental Animal Ethics Committee of Xinqiao Hospital of the Army Medical University [SYXK(YU)2012‐0011] and Hubei University of Medicine [SYXK(E)2016‐0031].

## Supporting information

Fig S1

Fig S2

Fig S3

Fig S4

Fig S5

Table S1

Table S2

Doc S1

## Data Availability

The microarray data have been uploaded to the GEO database (https://www.ncbi.nlm.nih.gov/geo/) with the accession number GSE145880 for A549‐ZNF300 cells vs A549‐ZNF300‐NC cells and GSE154243 for A549/DDP cells vs A549 cells.

## References

[1] Bray F , Ferlay J , Soerjomataram I , et al. Global cancer statistics 2018: GLOBOCAN estimates of incidence and mortality worldwide for 36 cancers in 185 countries. CA Cancer J Clin. 2018;68(6):394‐424.3020759310.3322/caac.21492

[2] Hirsch FR , Suda K , Wiens J , et al. New and emerging targeted treatments in advanced non‐small‐cell lung cancer. Lancet. 2016;388(10048):1012‐1024.2759868110.1016/S0140-6736(16)31473-8

[3] Forde PM , Chaft JE , Smith KN , et al. Neoadjuvant PD‐1 blockade in resectable lung cancer. N Engl J Med. 2018;378(21):1976‐1986.2965884810.1056/NEJMoa1716078PMC6223617

[4] Galluzzi L , Senovilla L , Vitale I , et al. Molecular mechanisms of cisplatin resistance. Oncogene. 2012;31(15):1869‐1883.2189220410.1038/onc.2011.384

[5] Waghray D , Zhang Q . Inhibit or evade multidrug resistance P‐glycoprotein in cancer treatment. J Med Chem. 2018;61(12):5108‐5121.2925192010.1021/acs.jmedchem.7b01457PMC6281405

[6] Guo R , Wu G , Li H , et al. Promoter methylation profiles between human lung adenocarcinoma multidrug resistant A549/cisplatin (A549/DDP) cells and its progenitor A549 cells. Biol Pharm Bull. 2013;36(8):1310‐1316.2390297610.1248/bpb.b13-00153

[7] Zhang R , Yao W , Qian P , et al. Increased sensitivity of human lung adenocarcinoma cells to cisplatin associated with downregulated contactin‐1. Biomed Pharmacother. 2015;71(7):172‐184.2596023310.1016/j.biopha.2014.11.004

[8] Ao Z , Yu S , Qian P , et al. Tumor angiogenesis of SCLC inhibited by decreased expression of FMOD via downregulating angiogenic factors of endothelial cells. Biomed Pharmacother. 2017;87:539‐547.2808146410.1016/j.biopha.2016.12.110

[9] Broet P , Camilleri‐Broet S , Zhang S , et al. Prediction of clinical outcome in multiple lung cancer cohorts by integrative genomics: implications for chemotherapy selection. Cancer Res. 2009;69(3):1055‐1062.1917639610.1158/0008-5472.CAN-08-1116

[10] Larsen JE , Pavey SJ , Passmore LH , et al. Expression profiling defines a recurrence signature in lung squamous cell carcinoma. Carcinogenesis. 2007;28(3):760‐766.1708217510.1093/carcin/bgl207

[11] Martino OD , Welch JS . Retinoic acid receptors in acute myeloid leukemia therapy. Cancers. 2009;11(12):pii1915.10.3390/cancers11121915PMC696648531805753

[12] Tang Y , Jacobi A , Vater C , et al. Icariin promotes angiogenic differentiation and prevents oxidative stress‐induced autophagy in endothelial progenitor cells. Stem Cells. 2015;33:1863‐1877.2578727110.1002/stem.2005

[13] Tonnessen‐Murray CA , Frey WD , Rao SG , et al. Chemotherapy‐induced senescent cancer cells engulf other cells to enhance their survival. J Cell Biol. 2019;218(6):3827‐3844.3153058010.1083/jcb.201904051PMC6829672

[14] Evans TL , Cho BC , Udud K , et al. Cabazitaxel versus topotecan in patients with small‐cell lung cancer with progressive disease during or after first‐line platinum‐based chemotherapy. J Thorac Oncol. 2015;10(8):1221‐1228.2620027810.1097/JTO.0000000000000588

[15] Gou D , Wang J , Gao LI , et al. Identification and functional analysis of a novel human KRAB/C2H2 zinc finger gene ZNF300. Biochim Biophys Acta. 2004;1676(2):203‐209.1474691510.1016/j.bbaexp.2003.11.011

[16] Cao Y , Li JX , Ji CN , et al. Molecular cloning and characterization of a novel splice variant of human ZNF300 gene, which expressed highly in testis. DNA Seq. 2007;18:312‐315.1754183810.1080/10425170701243393

[17] Yu J , Yan FJ , Han CJ , et al. ZNF300 promotes megakaryocytic differentiation. J Exp Hematol. 2017;25:1537‐1543.10.7534/j.issn.1009-2137.2017.05.04629070140

[18] Yan F‐J , Wang Y‐J , Yan S‐R , et al. ZNF300 stimulates fatty acid oxidation and alleviates hepatosteatosis through regulating PPARα. Biochem J. 2019;476(2):385‐404.3056800010.1042/BCJ20180517

[19] Xue LU , Qiu H , Ma J , et al. ZNF300, a recently identified human transcription factor, activates the human IL‐2Rβ promoter through the overlapping ZNF300/EGR1 binding site. Cell Mol Biol Lett. 2010;15(4):530‐540.2058588810.2478/s11658-010-0025-1PMC6275642

[20] Wang T , Wang X‐G , Xu J‐H , et al. Overexpression of the human ZNF300 gene enhances growth and metastasis of cancer cells through activating NF‐kB pathway. J Cell Mol Med. 2012;16(5):1134‐1145.2177737610.1111/j.1582-4934.2011.01388.xPMC4365892

[21] Xu J‐H , Wang T , Wang X‐G , et al. PU.1 can regulate the ZNF300 promoter in APL‐derived promyelocytes HL‐60. Leuk Res. 2010;34(12):1636‐1646.2047108610.1016/j.leukres.2010.04.009

[22] Zhao Y , Xue F , Sun J , et al. Genome‐wide methylation profiling of the different stages of hepatitis B virus‐related hepatocellular carcinoma development in plasma cell‐free DNA reveals potential biomarkers for early detection and high‐risk monitoring of hepatocellular carcinoma. Clin Epigenetics. 2014;6:30.2585928810.1186/1868-7083-6-30PMC4391300

[23] Bowden NA , Croft A , Scott RJ . Gene expression profiling in familial adenomatous polyposis adenomas and desmoid disease. Hered Cancer Clin Pract. 2007;5(2):79‐96.1972598810.1186/1897-4287-5-2-79PMC2736996

[24] Chang L , Karin M . Mammalian MAP kinase signalling cascades. Nature. 2001;410(6824):37‐40.1124203410.1038/35065000

[25] Al‐Ejeh F , Kumar R , Wiegmans A , et al. Harnessing the complexity of DNA‐damage response pathways to improve cancer treatment outcomes. Oncogene. 2010;29(46):6085‐6098.2081841810.1038/onc.2010.407

[26] Lens SM , Voest EE , Medema RH . Shared and separate functions of polo‐like kinases and aurora kinases in cancer. Nat Rev Cancer. 2010;10(12):825‐841.2110263410.1038/nrc2964

[27] Prevo R , Pirovano G , Puliyadi R , et al. CDK1 inhibition sensitizes normal cells to DNA damage in a cell cycle dependent manner. Cell Cycle. 2018;17(12):1513‐1523.3004566410.1080/15384101.2018.1491236PMC6132956

[28] Dauch D , Rudalska R , Cossa G , et al. A MYC‐aurora kinase A protein complex represents an actionable drug target in p53‐altered liver cancer. Nat Med. 2016;22(7):744‐753.2721381510.1038/nm.4107

[29] Ahmed F , Haass NK . Microenvironment‐driven dynamic heterogeneity and phenotypic plasticity as a mechanism of melanoma therapy resistance. Front Oncol. 2018;8:173.2988171610.3389/fonc.2018.00173PMC5976798

[30] Perego M , Maurer M , Wang JX , et al. A slow‐cycling subpopulation of melanoma cells with highly invasive properties. Oncogene. 2018;37(3):302‐312.2892540310.1038/onc.2017.341PMC5799768

[31] Marie R , Webster MEF , Gretchen M , et al. Paradoxical role for wild‐type p53 in driving therapy resistance in melanoma. Mol Cell. 2020;77:1‐12.3203251110.1016/j.molcel.2020.01.005PMC7441646

[32] Luo H , Yang A , Schulte BA , et al. Resveratrol induces premature senescence in lung cancer cells via ROS‐mediated DNA damage. PLoS ONE. 2013;8(3):e60065.2353366410.1371/journal.pone.0060065PMC3606183

# Supplementary material for: ZNF300 promotes chemoresistance and aggressive behaviour in non‐small‐cell lung cancer
**Source:** Cell Prolif. 2020 Oct 19;53(11):e12924. doi: 10.1111/cpr.12924
**Supplement:** Supplementary file 6 — Table S1

# **Table S1** Primer sequences of the 140 candidate genes screened using HG-U133 Plus 2.0 microarrays (Affymetrix) and genes related with senescence and SASP for RT-PCR.

# Supplementary material for: ZNF300 promotes chemoresistance and aggressive behaviour in non‐small‐cell lung cancer
**Source:** Cell Prolif. 2020 Oct 19;53(11):e12924. doi: 10.1111/cpr.12924
**Supplement:** Supplementary file 7 — Table S2

**Table S2** Summarization of the genes related with growth, proliferation, differentiation, and cell cycle in the expression profiles based on the keywords of proliferation, growth, differentiation, and cell cycle (A549-ZNF300 vs. A549-ZNF300-NC)

# Supplementary material for: ZNF300 promotes chemoresistance and aggressive behaviour in non‐small‐cell lung cancer
**Source:** Cell Prolif. 2020 Oct 19;53(11):e12924. doi: 10.1111/cpr.12924
**Supplement:** Supplementary file 8 — Doc S1

**Supplemental materials and Experimental Procedures**

**Chemicals and kits**

ATP Assay Kit (Cat. No: #S0026), Mitochondrial membrane potential (MMP) assay kit with JC-1 (Cat. No: #C2006), Intracellular Reactive Oxygen Species (ROS) Assay Kit (Cat. No: #S0033), DAPI Staining Solution (Cat. No: #C1005), Antifade Mounting Medium (Cat. No: #P0126), Genomic DNA Mini Preparation Kit (Cat. #D0063), RIPA lysis solution (Cat. No: #P0013B), BCA protein assay kit (Cat. No: #P0010), and Senescence β-Galactosidase (SA-β-GAL) Staining Kit (Cat. No: #C0602Z) were purchased from Beyotime Biotech Co., Ltd (Shanghai, China). Cell Counting Kit-8 (CCK-8) (Cat. No: #A311-01) and Annexin V-PE/7-AAD Apoptosis Detection Kit (Cat. No: #A213-01) were obtained from Vazyme Biotech Co., Ltd (Nanjing, China). Cell Light EdU DNA imaging Kit (Cat. No: #C10310-1) was procured from RiboBio Biotech Co., Ltd (Guangzhou, China). 3’IVT Express Kit was obtained from Affymetrix Inc., CA, USA (Cat.No: #902416). All other main reagents and kits used have been listed as follows: Matrigel (Cat. No: #354234, BD Bioscience, USA), Propidium Iodide (PI) solution (Bestio, Shanghai, China), EZ DNA Methylation Gold™ Kit (Cat. #D5006, ZymoResearch, USA), ZymoTaq™ DNA polymerase (Cat. #E2001, CA, USA), TA cloning Kit (Cat. #K2020-20, Invitrogen, USA), poly-2-hydroxyethyl methacrylate (poly-HEMA, Sigma, USA), PrimeScript™ II first Strand cDNA Synthesis Kit (Cat. #6210B, Takara Bio., Dalian, China), SYBR GREEN MIX kit (Promega, Madison, WI, USA), PVDF membranes with a pore size of 0.45 µm (Millipore, Billerica, MA, USA), Enhanced chemiluminescence solution (ECL, Sangon Biotech, Shanghai, China), TRIzol reagent (Cat. #15596026, Invitrogen, USA), AZD6244 (Lot# HY-50706, 10 mM in DMSO, MCE, New Jersey, USA), Hesperetin (Lot# HY-N0168, 10 mM in DMSO, MCE, New Jersey, USA), all-trans retinoic acid (Lot# WXBC9849V, Sigma, USA), and icariin (Lot# B21576, Yuanye, Shanghai, China).

**Antibodies**

Rabbit Anti-ZNF300 polyclonal antibodies (66 kDa, Lot#ab202965) were from Abcam Plc, Cambridge, UK. Mouse anti-Beta-actin monoclonal (43 kDa, Cat.No:#60008-1-Ig), mouse anti-GAPDH monoclonal (36 kDa, Cat.No:#60004-1-Ig), goat anti-rabbit IgG (H+L) (Cat.No:#10285-1-AP), and goat anti-mouse IgG (H+L) (Cat.No:#10285-1-AP) were from Proteintech Group Inc.，Chicago，IL，USA. Alexa Fluor 555-labeled donkey anti-rabbit IgG (H+L) was from Beyotime Biotechnology, Shanghai, China (Cat. No: #A0453). Other antibodies are described as follows: rabbit anti-ATF3 antibody (bs-23807R), rabbit anti-ATF5 antibody (bs-12542R), rabbit anti-phospho-STAT3 (Tyr705) antibody (bs-1658R), rabbit anti-STAT3 antibody (bs-1141R), rabbit anti-Phospho-Stat4 (Tyr693) antibody (bs-3430R), rabbit anti-STAT4 antibody (bs-10023R), PCNA (bs-0754R), CD61 (bs-0342R), CD235a (bs-10017R), p15 (bs-4269R), p27 (bs-0742R), E2F3(bs-1722R) and  PU.1/Spi1 (bs-19594R)  were purchased from Beijing Biosynthesis Bio Technology CO., LTD., Beijing, China. Phospho-p38 MAPK (Thr180/Tyr182) antibody (AF4001), p38 MAPK antibody-C-terminal (AF6456), p44/42 MAPK (Erk1/2) antibody (BF0412), and Phospho-ERK1/2 (Thr202/Tyr204) antibody (AF1015) were purchased from Affinity Biosciences, OH, USA. Oct4 (F0708), Nanog (G0330), and Myc-tag (G0626) were purchased from Cusabio Technology LLC, Wuhan, China. CDK1 antibody (MA5-11472), WEE1 antibody (PA5-67588), Aurora A (AURKA) antibody (PA1-26351), and PLK1 antibody (37-7000) were purchased from Thermo Fisher Scientific, Waltham, MA, USA.

**Recombinant lentiviral vector**

The sequences of ZNF300-shRNA oligonucleotides were as following: shZNF300-1661 (5'-GCTGA TTATACACCACAGAGC-3'), shZNF300-2777 (5'-GGTTGATCAGATTCAGTAAAG-3'), shZNF300-2659 (5'-GACGTGGAAGAAAGCTTAAGT-3'), and shZNF300-2522 (5'-GATCAGCACAGCAAGTTAAGC-3'). The LV3 and LV5 vectors containing a random DNA sequence (5’-TTCTCCGAACGTGTCACGT-3') were used as vector controls (LV3-NC and LV5-NC, respectively). All of the recombinant lentiviral vector constructs had green fluorescent protein (GFP) for detection and puromycin resistance for selection. The shRNA oligonucleotides and the full-length sequence coding for human ZNF300 were designed and synthesized by GenePharma (Shanghai GenePharma Co., Ltd., Shanghai, China). For co-culture, the mCherry-labeled LV8 and mCherry-labeled LV10 lentiviral vectors, which contained a random DNA sequence, as mentioned above, were used to transfect the corresponding cells.

**Detection of MMP, ATP, and ROS**

For MMP assay, cells were plated in 6-well plates and allowed to adhere overnight before treatment with cisplatin (0.0, 1.0, and 2.0 µg/mL, respectively). After 24 h of treatment, cells were incubated with 5 µmol/L fluorescent dye JC–1 for 30 min at 37 °C in the dark, washed with PBS to remove the excess dye, and then observed using fluorescence microscopy (Olympus BX51, Japan).

To measure ATP production, after seeding into 96-well plates (5×10^3^ cells/well) for 24 h, cells were treated with cisplatin (0.0, 1.0, and 2.0 µg/mL, respectively) for 48 h. Then ATP production was detected using a commercial ATP assay kit following the manufacturer’s protocol. The luminescence was measured using a microplate reader (Beckman Coulter SP-Max2300A2).

The levels of ROS were detected with an oxidation sensitive fluorescent dye DCFH-DA. Briefly, 5×10^5^ cells were plated in 12-well plates and allowed to adhere overnight. After that, 1 mL serum-free medium with 1 µL DCFH-DA (10 mM) was added to each well and incubated at 37 °C for 20 min. The cells were then incubated with cisplatin (0.0, 1.0, and 2.0 µg/mL, respectively), and the DCF fluorescence pictures were captured after every 5 min by fluorescence microscopy (Olympus BX51, Japan).

**RT-PCR**

After total RNA concentration was estimated using Nanodrop-2000, two mg aliquots were reverse transcribed using the PrimeScript™ RT reagent Kit with gDNA Eraser (Perfect Real Time). For RT-PCR, SYBR GREEN MIX kit was used according to the manufacturer’s protocol, and GAPDH was used to normalize the level of gene expression. The relative quantification was determined by gray values within the reference for RT-PCR.

**Drug sensitivity assay in vitro by CCK-8 or RTCA**

Briefly, the different concentrations of cisplatin, gemcitabine, paclitaxel, docetaxel, and pemetrexed were added into 96-well plates seeded with 5×10^3^ cells and treated for 48 h. Then cells of each well were incubated with 100 µL fresh culture medium containing 10 µL CCK-8 solution for 1.5 h. The absorbance was measured at a wavelength of 450 nm. Cells incubated without chemotherapeutic drugs were considered as negative controls. The 50% inhibitory concentrations (IC50) were calculated using GraphPad Prism 5.0 software.

For real-time cell analysis (RTCA, xCELLigence RTCA DP version, ACEA Biosciences, USA), after the well baseline of the E-Plate 16-plates were measured with 50 µL medium containing 10% FBS, cells were seeded at a density of 5×10^3^/well in the same medium to a final volume of 150 µL and incubated for 30 min at room temperature in the laminar flow cabinet. Then the plates were placed in the humidified incubator with 37 °C and 5% CO2 overnight. The next day, the medium was replaced with fresh medium containing gradient concentration of the corresponding drug, and the signals were recorded every 30 min until the end of the experiment (up to 100 h). The cell index data were analyzed via RTCA Software 2.0 to calculate IC50 value.

**Methylation analysis**

DNA samples (500 µg) were extracted using the Genomic DNA Mini Preparation Kit and treated with bisulfite using the EZ DNA Methylation Gold™ Kit. Bisulfite-converted genomic DNA was amplified using ZymoTaq™ DNA polymerase. The BSP specific primers (ZNF300-BSP-F: TAAAAGTGTGTTTTTTAATGTTTTTTT and ZNF300-BSP-R: TAACAAACTCTCCTACTTCCTATCC) were designed according to the location of ZNF300 CpG islands. PCR products were inserted into the pTG19-T vector and ten clones per sample were sequenced.

**Western blotting**

The concentrations of total cellular protein extracted using RIPA lysis solution were determined using a BCA protein assay kit. Protein samples were resolved in SDS denatured polyacrylamide gel and transferred onto PVDF membranes. After blocking in 5% skim milk, membranes were incubated with mouse/rabbit anti-human antibodies overnight at 4 °C. After washed in TBST, membranes were incubated with a secondary anti-mouse/rabbit antibody for 1 h. ECL solution was added onto the membranes and protein expression was quantified using the Laboratory Work Image Acquisition and Analysis Software (ChemiDoc MP, BIO-RAD, CA, USA). β-Actin or GAPDH was used as a loading control.

**Cell cycle, cell apoptosis, and Anoikis resistance assay**

For cell cycle assay, after immobilized in pre-chilled 70% ethyl alcohol, washed with PBS, resuspended in 400 µL PI solution, cells (5–10×10^6^) were acquired on a flow cytometer (Beckman Coulter, Gallios, California, USA). Cells in G1, S, and G2 phases were analyzed by Flow Job Software. To detect apoptosis, after treated with chemotherapeutic agents for 48 h, cells were collected and analyzed as cell cycle assay. For cells transfected with GFP lentivirus vectors, PI staining was replaced by Annexin V-PE/7-AAD staining. For anoikis resistance assay, cells were seeded in the 6-well plates pre-coated with poly-HEMA and cultured for 48 h (5×10^5^ cells per well). Then the suspended cell clones were captured under a light microscope (Olympus BX51, Japan) in 100× and collected to detect apoptotic proportion by flow cytometry.

**5-ethynyl-2’-deoxyuridine assay**

After cells (5×10^3^ cells per well) were seeded into 96-well plates and allowed to adhere overnight, EdU was added and incubated for an additional 2 h. Then cells were stained with premixed Apollo and Hoechst. Images were acquired and analyzed using High Content Imaging Pathway 855 (BD, USA). The fraction of EdU positive cells was calculated using the formula: (EdU add-in cells/Hoechst stained cells) × 100%.

**Migration and invasion assay**

Cellular migration was assessed by wound healing assay. Cells were photographed at 0 and 20 h, respectively, under a light microscope (Olympus BX51, Japan). The invasion was evaluated using the modified Boyden chambers with Matrigel pre-coated filter inserts (pore size of 8 µm, Corning Inc., Life Science). Cells that migrated into the reverse side of the Transwell membrane were fixed with 4% triformol, stained with 0.4% crystal violet, and then counted under a light microscope at 100× magnification. An average of five visual fields was examined.

**Senescence β-Galactosidase staining**

Cells (1×10^4^/well) were seeded on 24-well plate and cultured in medium with corresponding drugs, separately or combined, for 48 h. The concentrations of cisplatin, ATRA, and ICA were 2, 5, and 20 µg/ml (the IC_50_ concentration of the three chemicals on A549 cells), respectively. After being fixed in β-galactosidase staining fixative at room temperature and washed with PBS for three times, cells were incubated in staining solution prepared according to the formula at 37°C overnight (around 8 h). Cells were observed and captured by fluorescence microscopy the next day (Olympus BX51, Japan). The percentage of SA-β-GAL positive cells (%) was calculated as the number of positively stained cells/total number of cells × 100%.

How the deposited data were processed for this re-analysis (not part of the article)

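Gene expression of A549 cells with the LV5 control vector (A549‐ZNF300‐NC) and of A549 cells with LV5‐ZNF300 (A549‐ZNF300) was measured on Affymetrix Human U133 Plus 2.0 arrays, with 1 array per condition and 2 arrays in all. No other comparison of the paper was analysed here.

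The authors deposited a log2 signal for each of 54675 probe sets, normalized by them before deposit. The notes of the submitters name MAS5 and the affy package, without versions. The methods of the paper name SCAN/UPC normalization and a filter on UPC values under 0.2. Which of these made the deposited signals is not stated in either. The authors also deposited a table of 8187 probe sets, whose signals equal those of the whole table. That table holds a detection call of present, marginal or absent for each array. It also holds a ratio, which the authors made by dividing the signal of A549‐ZNF300‐NC by that of A549‐ZNF300. Every probe set of this table is at least 2‐fold apart and was called present or marginal in at least 1 array. It names 4480 probe sets up, all higher in A549‐ZNF300‐NC, and 3707 down, all higher in A549‐ZNF300. Of all probe sets, 21887 are at least 2‐fold apart. In the text, log2 ratios are always those of A549‐ZNF300 over A549‐ZNF300‐NC.

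The signals were used as deposited. Of the probe sets, 41097 name 1 gene, 1801 name several and 11777 name none, and only the first were used for genes. Gene symbols are those of the array annotation, and 0 of them needed an update. Because calls exist for part of the probe sets only, detection used the signals: a probe set counted as detected at or above the median of its array in at least 1 array, which 30369 probe sets met. Each of the 13221 detected genes took its probe set with the highest mean log2 signal. The Pearson correlation of the 2 arrays across all probe sets was 0.87, which is across probe sets and not across samples. With 1 array per condition there was no replicate error, so no test and no p‐value was computed, and counts are of genes at least 2‐fold higher or lower.

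There were 33 gene lists fixed before the data were examined, and the 3 keyword lists of Table S2, with 165 entries, were read from its text. Several of the 33, such as cyclins, checkpoint genes and stemness genes, follow classes whose direction the paper reports from these arrays. The paper's values in Table S2 and Fig. 3C had also been seen, so percentiles of such lists are not independent evidence of a direction. For each list the median log2 ratio of its detected members was computed with the numbers higher and lower. The percentile of that median among 10000 random lists of the same size, matched on mean expression in 20 bins, describes these 2 arrays and is not a test. Tested on simulated data with the 13221 genes, 5.5% of 200 lists of 20 genes with no shift lay outside the central 95% of random lists. A shift of 0.5 put 58.0% of such lists at or above the 97.5th percentile, and a shift of 1.0 put 98.5% there. In these simulations the log2 ratios were shuffled over the genes, so list members were independent and their ratios not tied to expression. The rates therefore do not carry over to lists of genes regulated together or to smaller lists.

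Genes were named by a rule fixed before the data were examined. It took every gene that the paper names from this comparison, with PKMYT1 beside MYT1 and FZR1 beside CDH1. It also took the 12 genes with the largest log2 ratios on each side among bright genes, the 5 brightest genes on each side above the 90th percentile in one array and below the median in the other, the 3 members of each list with the largest log2 ratios, and ZNF300. The values of Table S2 and Fig. 3C had been seen when the rule was written. Some genes of these lists are named by no probe set that names 1 gene, and they are not analysed here.

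For the order of genes along chromosomes, log2 ratios held within -1 and 1 were correlated with the mean of the genes 10 to 30 places away on either side, and the genes were shuffled 1000 times. Tested on simulated data with 13206 genes, the correlation was 0.0056 without blocks and 0.171 with blocks of genes shifted by 0.5.

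The alternatives set before the data were examined were centring the arrays on their medians or on housekeeping genes, quantile normalization, no filter on dim probe sets, a filter at the 75th percentile in at least 1 array, a filter at the median in both arrays, the median over the probe sets of a gene, leaving out probe sets ending in _x_at or _s_at, an offset of 16.5 added to linear signals, the authors' table of 8187 probe sets, thresholds of 1.5‐fold and 3‐fold, and random lists not matched on expression. Others were chosen after seeing the data and are named as such. For named genes below the array median in 1 array, the ratio to that median is given where the text says so, since the signal itself is then near background, and lists were counted again with every signal below the median of its array raised to it. Both were chosen after seeing the data. The shift subtracted from every log2 ratio was -0.11 when centring on the array medians and 0.15 when centring on the housekeeping genes. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.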

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

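Each result here is a signal in gene groups that the paper does not analyse on these arrays. The tests of dim probe sets, scaling, RNA quality and neighbouring genes were set before their results were seen, and the correlations under other settings, the test on genes with no other detected probe set, the ratios against the array median and the lists with signals raised to it were run afterwards.

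The pattern weighed here is the number of genes at least 2‐fold apart. For the 1525 of these genes with another detected probe set, the tables argue against noise of dim probe sets as the whole cause, since the brightest other one had the same sign for 92.7% and was also at least 2‐fold apart for 68.1%, and for all of them against the authors' scaling, since quantile normalization left 3790 genes against 3832, and RNA quality, since the control ratios were at most 1.22‐fold apart. The values that a difference in chromosome copy number between the cultures needs are present: neighbouring genes correlated at 0.2087, above the highest shuffle of 0.0345, and at 0.19 to 0.28 under 5 other settings, the lowest being that of the 9064 genes under 2‐fold apart. A candidate explanation for part of the differences is therefore that the cultures differed in copy number, for example through a subclone, which was not tested; the paper reports that its cells were profiled by short tandem repeats. Noise also stays open for the 2307 genes with no other detected probe set, of which 46.3% had signals at or above the array median in both arrays, as do an effect of ZNF300 itself and regulation shared by neighbouring genes, since each condition has 1 array and the culture cannot be separated from ZNF300.

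Of 9 detected epithelial genes, 7 were higher, with a median log2 ratio of 2.37 at percentile 100.0, which was 1.55 (percentile 100.0) with the filter at the median in both arrays and 0.99 (percentile 98.4) in the 4 genes left without _x_at and _s_at probe sets. The higher genes of the main setting included KRT7 (4.92, or 1.89 without those probe sets) and KRT19, which was below the array median in A549‐ZNF300‐NC (8.79, or 4.94 against that median). Of 9 detected mesenchymal genes, 5 were higher and 4 lower, with a median of 2.05, which was -0.37 with the filter at the median in both arrays, and CDH2, which encodes N‐cadherin (5.98, or 5.83 against the median of A549‐ZNF300‐NC), and FN1, which encodes fibronectin (4.29), were among the higher. Of 4 detected fibroblast markers, 3 were higher, with a median of 3.20, which was -0.013 with 4 higher and 4 lower when dim probe sets were kept and 0.15 with signals below the array median raised to it, and LUM, with a log2 signal of -0.26 in A549‐ZNF300‐NC, had a log2 ratio of 0.15 against that median; COL1A1 stands in this list and in the mesenchymal list.

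Targets of NF‐κB, which induces inflammatory genes, were lower for 13 of 14 detected members, with a median log2 ratio of -1.14 at percentile 0.0, among them the chemokine gene CCL20 (-7.14) and the cytokine gene IL6 (-6.25). Of 11 detected genes of senescence and the secretory phenotype, 7 were lower, with a median of -0.93, which was -0.26 (percentile 17.5) with no filter and -0.35 (percentile 23.4) without _x_at and _s_at probe sets, and this list shares IL6 and other members with the NF‐κB list. Interferon‐stimulated genes were lower for 16 of 17, with a median of -1.25 at percentile 0.02, which was -0.99 with dim signals raised to the array median, among them the RNA sensor gene IFIH1 (-4.03) and IFI44L, 1.66‐fold lower against the median of the array in which it was dim, while MX1 was higher (3.04, or 0.067 against that of A549‐ZNF300‐NC).

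Genes of the integrated stress response and the unfolded protein response were lower for 14 of 16, with a median log2 ratio of -1.31 at percentile 0.0, among them DDIT3, which encodes CHOP (-3.62), and HERPUD1 (-2.16). Hypoxia genes were lower for 10 of 13, with a median of -1.33, or -0.87 with dim signals so raised, among them VEGFA (-2.32). Cholesterol synthesis genes were lower for 9 of 10, with a median of -0.59 at percentile 2.07, which was 4.05 to 44.1 under 5 of the alternatives.

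There were 26 genes above the 90th percentile in A549‐ZNF300 and below the median in A549‐ZNF300‐NC, among them CYP24A1, CXCL5, ALDH3A1, HPGD and DNAJC12, which were at least 250‐fold, 247‐fold, 147‐fold, 120‐fold and 86.2‐fold higher against the median of that array, and 4 genes the other way, CLEC4E, SHISA3, FSTL5 and IL31RA, which were at least 55.0‐fold, 30.0‐fold, 27.7‐fold and 28.3‐fold lower.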

How the results depend on the processing

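No paired analysis was possible because there was 1 sample per condition, and signals near background limit the ratios of dim probe sets. Except where said, the alternatives were set before the data were examined, and the causes of the shifts were not tested. The counts of genes in each direction stayed within 1.5 times the main count under 7 alternatives and left it under 5. The numbers at least 2‐fold higher and lower were 3358 and 3862 with no filter, 1000 and 1073 at the 75th percentile, and 1042 and 1294 at the median in both arrays, where other genes were tested, and 2976 and 3508 at 1.5‐fold and 1010 and 1003 at 3‐fold, where the threshold itself moved. Of the genes at least 2‐fold apart, 46.8% were higher as deposited, 53.3% after median centring and 37.8% after housekeeping centring. In the authors' table, which holds only probe sets at least 2‐fold apart, list medians were -0.54 for cyclin‐dependent kinases, 1.32 for cell division cycle genes, 1.30 for checkpoint genes, -1.002 for the MAPK cascade, and, for Table S2, -1.80 for growth differentiation, 1.36 for MAPK and 1.33 for the cell cycle. The median of the Table S2 MAPK genes thus had the other sign there. Each list median was set against the central 95% of medians of its members drawn again with replacement 2000 times. Of list medians under the alternatives, 327 lay within this range and 27 outside it. The range is wide for small lists, from -0.36 to 4.88 for stemness genes, so a median within it can still have moved far. The other 2, of lists with a percentile outside the central 95%, changed sign: mesenchymal genes (-0.37, percentile 15.8, median in both arrays) and fibroblast markers (-0.013, no filter). Among the other lists, 19 values of 10 lists also changed sign, among them the MAPK cascade (0.029, 75th percentile), the genes beside ZNF300 (0.19, no filter; 0.40, without _x_at and _s_at probe sets), platinum genes (0.090) and NRF2 targets (-0.15) without those probe sets, and alveolar and airway genes (-0.35, no filter). The p53 target and pro‐apoptotic lists did so with median centring, and the NRF2 and alveolar and airway lists with housekeeping centring. Of list percentiles, 330 kept their side of the central 95%, 21 were weaker and 5 stronger. Of the values of named genes, 1372 stayed within 0.35, the median SD between probe sets, of the main log2 ratio and 88 moved further. The other 4, of genes at least 2‐fold apart, changed sign: with no filter CDC20B (0.24), LOX (0.16) and LUM (-0.069), and without _x_at and _s_at probe sets GADD45B (0.58). Of genes under 2‐fold apart, 12 values of ATF5, BUB3, CDC23, CDC27, CDKN1B, MDM1, MDM2 and STAT3 changed sign. ZNF300 was 3.86 with the offset, and no value was left with the filter in both arrays. With signals below the array median raised to it, chosen after seeing the data, the median was 0.12 for cyclins, 0.15 for fibroblast markers, -0.61 for growth differentiation factors and -0.27 for megakaryocyte and erythroid markers. With the inverse of the mean ratio over all probe sets, chosen after seeing the data, 18 folds of Table S2 crossed 1, of which MAP2 (0.87), BUB1 (0.58) and POLA2 (0.90) were at least 2‐fold apart before and E2F2 (0.19), SMAD4 (0.35) and MDM2 (0.44) went lowest, and with the mean ratio, also chosen after seeing the data, that of CDC20B was 1.06.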

Differences from the paper's values

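The folds of Table S2 could be compared for 135 detected genes, and 117 were within 1.5 times. The other 18 follow, with folds of A549‐ZNF300 over A549‐ZNF300‐NC. For each, the alternatives set before the data were examined that fall within 1.5 times of the paper's value are named, and the others did not. The inverse of the mean A549‐ZNF300‐NC over A549‐ZNF300 ratio of all probe sets of a gene was chosen after the values were seen. It comes within 1.5 times for 10 of the 18 and misses 9 genes that the main value matches. Within 3% or the rounding of the printed value, a single probe set other than the one used here gives the paper's fold for 10 of the 18, which was also looked for after the values were seen: ATM, CDC14B, E2F2, HDAC2, HDAC6, MAP3K1, MDM2, MKRN2, TFDP2 and TGFB1.

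For MYC the paper's fold is 2.18 and the value here 0.46, and for PCNA the paper's is 0.42 and the value here 2.38, and no alternative of either kind came within 1.5 times. For these genes the ratio of A549‐ZNF300‐NC over A549‐ZNF300, looked at after the values were seen, is 2.18 and 0.42. The paper names both among the genes checked by Western blotting, and protein was not analysed here. For ATM the paper's fold is 2.46 and the value here 0.61, for CDC14B 3.13 in the paper and 1.03 here, and for E2F2 5.26 in the paper and 1.46 here. Among the settings that treat all genes alike, none came within 1.5 times for these, while 1 probe set of each, not detected here and picked after the values were seen, gives 2.46, 3.09 and 5.28. For MAP2 the paper's fold is 0.87 and the value here 2.49, and for CDH1 the paper's is 50.00 and the value here 853, a fold over a signal below the array median in A549‐ZNF300‐NC, which is 27.7 against that median and so does not exclude the paper's value. None of the alternatives set before the data were examined came within 1.5 times for these, and the inverse of the mean ratio, chosen after the values were seen, gave 0.87 and 40.6. For MAP2K6 the paper's fold is 37.16 and the value here 171, a fold over a signal below the array median in A549‐ZNF300‐NC, which is 18.3 against that median and so does not exclude the paper's value, within 1.5 times with the offset (54.5) and, chosen after the values were seen, with the inverse of the mean ratio (37.2).

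For HDAC6 the paper's fold is 25.00 and the value here 0.84, for MDM2 0.07 in the paper and 1.07 here, and both come within 1.5 times in the authors' table (24.9 and 0.07). The probe set behind this HDAC6 value was not detected here. That behind the MDM2 value lay below the array median in A549‐ZNF300, with a log2 ratio of -0.89 against it. For MAP3K1 the paper's fold is 0.39 and the value here 1.13, within 1.5 times in the authors' table (0.39) and, chosen after the values were seen, with the inverse of the mean ratio (0.58). For HDAC2 the paper's fold is 1.67 and the value here 0.76, within 1.5 times with the median over probe sets (1.12). For TGFB1 the paper's fold is 0.45 and the value here 1.23, within 1.5 times without _x_at and _s_at probe sets (0.45) and, chosen after the values were seen, with the inverse of the mean ratio (0.66).

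For KIAA1549 the paper's fold is 1.82 and the value here 1.01, for MKRN2 1.39 in the paper and 0.84 here, for ORC5 2.63 in the paper and 1.72 here, for PCMTD2 0.38 in the paper and 0.60 here, and for TFDP2 0.51 in the paper and 0.83 here. All 5 come within 1.5 times with the median over probe sets (2.57, 0.94, 2.07, 0.41 and 0.53) and, chosen after the values were seen, with the inverse of the mean ratio (1.82, 1.05, 2.66, 0.38 and 0.69). The authors' table also comes within 1.5 times for KIAA1549 (2.57), ORC5 (2.07) and PCMTD2 (0.28). So do median centring for ORC5 (1.86), housekeeping centring for PCMTD2 (0.54) and TFDP2 (0.74), and leaving out _x_at and _s_at probe sets for PCMTD2 (0.28).

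Further values of the paper were read by eye from Fig. 3C, where a fold below 1 is drawn as its negative inverse, and the values here are given on that scale. The mean over all probe sets of the A549‐ZNF300 over A549‐ZNF300‐NC ratio was chosen after the values were seen. For ETS1 the paper's value is about -6 in Fig. 3Cc, read by eye, and the value here -9.12, within 1.5 times with median centring (-8.46) and, after the values were seen, with the mean ratio (-6.15) and the inverse of the mean ratio (-8.82). For ITGB3 it is about -3.5 in Fig. 3Cc, read by eye, and here -8.06, within 1.5 times with the median over probe sets and without _x_at and _s_at probe sets (both -2.64) and, after the values were seen, with the mean ratio (-3.63). For PAX6 it is about 4.1 in Fig. 3Cc, read by eye, and here 1.47, within 1.5 times with the median over probe sets (3.11) and, after the values were seen, with the mean ratio (4.04). For CDC20B it is about 1.5 in Fig. 3Ce, read by eye, and here -11.5, a fold over a signal below the array median in A549‐ZNF300, which is 1.18‐fold lower against that median, within 1.5 times with no filter (1.18) and, after the values were seen, with the mean ratio (1.06). For CDC25A it is about 17 in Fig. 3Ce, read by eye, and here 3.00, a fold over a signal below the array median in A549‐ZNF300‐NC, which is 1.04 against that median and so does not exclude the paper's value, within 1.5 times with the median over probe sets (11.7) and, after the values were seen, with the mean ratio (17.3). For MDM1 it is about 1.7 in Fig. 3Cf, read by eye, and here -1.04, within 1.5 times with the median over probe sets (1.34) and, after the values were seen, with the mean ratio (1.41) and the inverse of the mean ratio (1.27). For PLK3 it is about 1.2 in Fig. 3Cg, read by eye, and here -1.78. No setting that treats all genes alike came within 1.5 times, while 1 probe set, not detected here and picked after the values were seen, gives 1.21. For CDC20B, 1 such probe set gives 1.50.

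The paper states that most cyclin‐dependent kinase genes were higher in A549‐ZNF300, and of 15 detected here, 6 were higher and 9 lower, with CDK1, CDK2 and CDK4 of Table S2 among the higher and CDK7 of Table S2 among the lower. The paper states that WEE1 and MYT1 were inhibited, and lists WEE1, MYC, AURKA and PLK1 among the genes checked by Western blotting. The arrays measure RNA and not protein or kinase activity. On them WEE1 had a log2 ratio of -0.25, PKMYT1 was higher with 1.06, from 1 probe set of the _x_at type, and MYT1 was not detected. Table S2 of the paper gives MYC as higher with ZNF300, and its log2 ratio here is -1.12, while the log2 ratios of AURKA (1.43), BORA (1.17) and PLK1 (1.46) have the paper's direction.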

Other observations

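Lists tied to cell death, metabolism and drug handling were described as well. Of 19 detected NRF2 target genes, which handle oxidative stress, 10 were higher and 9 lower, with a median log2 ratio of 0.06, which was negative under the housekeeping centring. PGD, an enzyme of the pentose phosphate pathway (2.78), and AKR1B10 (2.06) were higher and HMOX1 was lower (-1.36). Of 16 detected genes of platinum transport and repair, 7 were higher and 9 lower, with a median of -0.13 at percentile 30.0. The metallothionein genes MT1E (-3.15) and MT1F (-1.82) were lower by probe sets of the _x_at type, while the other detected probe set of MT1F gave 0.16. The efflux pump gene ABCG2 was higher (3.56). Of 9 detected genes of PPARα and fatty acid oxidation, 7 were lower, with a median of -0.31 at percentile 18.9, among them PLIN2, which coats lipid droplets (-3.80), and ANGPTL4 (-2.77), while PDK4 was higher (3.53).

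Of 7 detected anti‐apoptotic genes, 5 were lower, with a median log2 ratio of -0.56 at percentile 3.77, among them MCL1, which was 2.82‐fold lower, and CFLAR (-1.15), while BIRC5 was higher (2.73) and had the largest ratio of the list. The median was -0.28 at percentile 24.6 without _x_at and _s_at probe sets. Of 10 detected pro‐apoptotic genes, 5 were higher and 5 lower, with a median of -0.07, which was positive under median centring. Of 23 detected p53 target genes, 11 were higher and 12 lower, with a median of -0.03, which was also positive under median centring. SESN2 was the lowest of them, 6.52‐fold lower. Of 7 detected alveolar and airway genes, 4 were higher, with a median of 0.05, which was negative under the housekeeping centring. Of 8 detected genes beside ZNF300 on its chromosome, 4 were higher and 4 lower, with a median of -0.32, which was positive with no filter, among them TNIP1, which was 2.64‐fold lower, and GPX3 and MYOZ3, each dim in 1 array, with log2 ratios of 1.06 and -1.08 against the median of that array. Only CD14 (1.01) of the leukocyte markers and PECAM1 (0.27) of the endothelial markers were detected. Of 11 detected housekeeping genes, 7 were higher and 4 lower, with a median of 0.15, which is the amount of the housekeeping centring, and TBP was the lowest (-1.16).

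The following test was chosen after its result was seen. Table S2 prints a fold for 146 genes with a probe set, and within 3% or the rounding of the printed value, 92 of these equal the ratio of A549‐ZNF300 over A549‐ZNF300‐NC of 1 probe set and 41 the inverse of the mean A549‐ZNF300‐NC over A549‐ZNF300 ratio of all probe sets, with 13 left. For genes with 1 probe set both measures are the same, and genes that match both count among the 92. E2F2 is also among the 92, though its printed fold equals the mean A549‐ZNF300‐NC over A549‐ZNF300 ratio of its probe sets as well. In 3 of the 13 left, MYC, PCNA and CDKN2B, the printed direction opposes the mean over the probe sets, and in all 3 the printed fold equals the ratio of A549‐ZNF300‐NC over A549‐ZNF300. A candidate explanation is that this inverse ratio was printed for these 3 genes, which was tested on the values that raised it. For CDKN2B, both probe sets lay below the array median in both arrays and had log2 ratios of 1.35 and -3.89, so the arrays give it no clear direction. In its xenograft tumours, the paper reports p15, the protein of CDKN2B, as upregulated, which is the direction of the printed fold. The paper also states that Western blotting of key genes, with PCNA, p15 and MYC among them, verified the core genes of Fig. 3C. Protein was not analysed here, so the explanation stays open for all 3 genes.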
